# Attenuation of Progressive Hearing Loss in DBA/2J Mice by Reagents that Affect Epigenetic Modifications Is Associated with Up-Regulation of the Zinc Importer Zip4

**DOI:** 10.1371/journal.pone.0124301

**Published:** 2015-04-14

**Authors:** Hideki Mutai, Fuyuki Miya, Masato Fujii, Tatsuhiko Tsunoda, Tatsuo Matsunaga

## Abstract

Various factors that are important for proper hearing have been identified, including serum levels of zinc. Here we investigated whether epigenetic regulatory pathways, which can be modified by environmental factors, could modulate hearing. RT-PCR detected expression of genes encoding DNA methyltransferase and histone deacetylase (Hdac) in the postnatal as well as adult mouse auditory epithelium. DBA/2J mice, which are a model for progressive hearing loss, were injected subcutaneously with one or a combination of the following reagents: <smallcaps>L</smallcaps>-methionine as a methyl donor, valproic acid as a pan-Hdac inhibitor, and folic acid and vitamin B12 as putative factors involved in age-related hearing loss. The mice were treated from ages 4 to 12 weeks (N ≥ 5), and auditory brainstem response (ABR) thresholds were measured at 8, 16, and 32 kHz. Treatment of the mice with a combination of <smallcaps>L</smallcaps>-methionine and valproic acid (M+V) significantly reduced the increase in the ABR threshold at 32 kHz. Treatment with any of these reagents individually produced no such effect. Microarray analyses detected 299 gene probes that were significantly up- or down-regulated in the cochleae of mice treated with M+V compared with the control vehicle-treated mice. Quantitative RT-PCR confirmed significant up-regulation of a zinc importer gene, *Zip4*, in the cochleae of mice treated with M+V. Immunohistochemistry demonstrated an intense Zip4 signal in cochlear tissues such as the lateral wall, organ of Corti, and spiral ganglion. Finally, mice treated with the *Zip4* inducer (–)-epigallocatechin-3-*O*-gallate showed a significant reduction in the increase of the ABR threshold at 32 kHz and up-regulation of *Zip4* expression in the cochlea. This study suggests that epigenetic regulatory pathways can modify auditory function and that zinc intake in the cochlea via Zip4 mediates maintenance of mammalian hearing.

## Introduction

Hearing loss can be caused by a combination of multiple environmental and genetic factors. A variety of risk factors for progressive hearing loss, including age-related hearing loss, have been identified [1].

Oxidative stress is widely considered a major factor associated with age-related hearing loss [2], whereas other factors are thought to be important for the maintenance of hearing. For instance, proper auditory function requires adequate intake of several nutrients, including zinc [3,4]. A high zinc content has been observed in the guinea pig inner ear [3]. Treatment of normal-hearing CBA mice with a zinc-deficient diet for 8 weeks increases the auditory brainstem response (ABR) threshold at all frequencies measured, an indication of hearing loss [5]. In some elderly adults whose serum levels of zinc are marginally deficient, zinc supplementation can improve sensorineural hearing loss [4]. In addition, some patients with tinnitus have low serum levels of zinc, and their symptoms can be attenuated by zinc supplementation [4,6–8]. In contrast, zinc supplementation for patients with normal serum levels of zinc does not show beneficial effects [9]. Furthermore, the recovery of idiopathic sudden sensorineural hearing loss can be enhanced by zinc supplementation together with steroid administration [10].

Zinc is an essential trace element that modulates a variety of protein functions, such as enzymatic activity, protein structure, and gene expression, and it is important for multiple physiological processes including proper functioning of the pancreas and the immune and nervous systems [11]. The intracellular zinc concentration in mammals is controlled by the ZIP zinc importer (also known as SLC39A) [12] and the ZnT zinc exporter (also known as SLC30A) protein families [13]. Among the 14 members of the ZIP family, ZIP4 plays a crucial role in zinc uptake in the intestines [14]. The green tea flavonoid (–)-epigallocatechin-3-*O*-gallate (EGCG) is one of the reagents that increase zinc intracellular uptake via *Zip4* induction [15]. Other nutrients that may be important for maintaining hearing include vitamin B12 and folate, as lower serum levels of these nutrients are associated with age-related hearing loss [16, 17].

Epigenetic regulatory pathways include DNA methyltransferases (DNMTs), histone deacetylases (HDACs), and non-coding RNAs. These pathways work in combination to change chromatin conformation and alter transcription factor accessibility to promoters, therefore altering gene expression levels (for instance, [18, 19]). The implication of epigenetic mechanisms in hearing has attracted researchers involved in this field [20]. For instance, a search for epigenetic regulatory target genes in the postnatal rat auditory epithelium [21] and the analysis of DNA methylation levels associated with properties of progenitor cells in the mouse auditory epithelium [22] have been documented. Although direct molecular evidence of epigenetic modification in the inner ear has been limited because of the technical challenge of preparing sufficient amounts of cochlear tissue for analysis, reports of several syndromic diseases associated with hearing loss suggest that epigenetic pathways have an important role in proper auditory function. For instance, in patients with facioscapulohumeral muscular dystrophy 1, which includes deafness as an integral clinical phenotype, hypomethylation of the D4Z4 microsatellite repeat on chromosome 4q is linked to the disorder [23]. Mutation of genes involved in epigenetic regulatory pathways such as *DNMT1*, *MECP2*, and *HDAC8* also show multiple symptoms including hearing loss [24–27].

Genetic variants associated with progressive hearing loss have been extensively researched in animal models as well as humans [1]. The DBA/2J (DBA) mouse strain harbors the *Cdh23* ^*753G>A*^ [28] and *Fscn2* ^*326G>A*^ alleles [29], genetic variants associated with progressive hearing loss in mice, and these mice show early-onset, progressive hearing loss—the mice begin to show high-frequency hearing loss at as early as 3 weeks of age and have severe hearing loss by 6 months [28]. Loss of spiral ganglion cells is the main pathological feature during the progression of hearing loss in the DBA mice [30]. Although the progression of hearing loss in these mice is rapid and is, therefore, not entirely comparable to age-related hearing loss in humans, this model is still useful for studying the molecular mechanisms of hearing, as it allows short-term, repeated *in vivo* experiments.

Comprehensive understanding of the molecular pathways involved in hearing may lead to the prevention or treatment of hearing loss. In this study, we investigated whether epigenetic regulatory pathways could modulate the maintenance of mouse auditory function, and we demonstrated that up-regulation of *Zip4* can attenuate progressive hearing loss in DBA mice.

## Materials and Methods

### Animals and treatment conditions

Inbred strains of DBA and FVB/NJ (FVB) mice, which represent a wild-type auditory system, were purchased from Clea Japan (Tokyo, Japan). All animals were housed in plastic cages with metal lids in a room with a 12-h light/dark cycle and 55% humidity at 23°C and had free access to food and water. For *in vivo* treatment with epigenetic modifying reagents, male DBA mice (4 weeks old) were subcutaneously injected once daily for 8 weeks with l-methionine (MET; 500 mg/kg, Wako Pure Chemicals, Osaka, Japan) and/or valproic acid (VPA; 300 mg/kg, Sigma-Aldrich, St Louis, MO), folic acid (FA; 15 mg/kg, Sigma-Aldrich), or vitamin B12 (VB12; 20 mg/kg, Sigma-Aldrich) in 0.1 M sodium bicarbonate (0.1 ml/10 g body weight). The solutions were filtered, aliquoted, and stored at -20°C. A fresh aliquot was thawed weekly and kept at 4°C. In the other experiments, DBA mice were subcutaneously injected three times weekly for 8 weeks with EGCG (95% purity, 5 mg/kg or 10 mg/kg, Mitsui Norin, Shizuoka, Japan) dissolved to 0.05% or 0.1% final percentage in saline. The EGCG solutions were made fresh weekly, filtered, and kept at 4°C. The auditory epithelium was defined here as consisting of the organ of Corti and the spiral limbus [21]. All experimental procedures were approved by the Institutional Animal Care and Use Committee of National Tokyo Medical Center (permit number: 12-animal-02).

### Measurement of ABR

ABR was measured as described [31] with slight modification. In brief, mice were anesthetized by intraperitoneal injection of xylazine-ketamine, and then ABR thresholds were recorded in the left ear of each mouse before and after treatment with serial doses of drugs. Thresholds were recorded with the PowerLab2/20 data acquisition and analysis system (AD Instruments, Castle Hill, Australia). Pure-tone bursts of 8, 16, and 32 kHz (0.2-ms rise/fall time; 1-ms flat segment) and the amplitudes were specified by a real-time processor and programmable attenuator (RP2.1 and PA5, Tucker-Davis Technologies, Alachua, FL). Sound levels were calibrated using a sound level meter (NL32, Rion, Tokyo, Japan). Waveforms of 512 stimuli at each frequency were averaged, and the visual detection threshold was determined with incremental steps of ±5 dB. The thresholds were evaluated as the mean ± standard deviation (s.d.), and statistical significance was determined with a one-way ANOVA and Scheffe's post-hoc test.

### Quantitative real-time PCR (qRT-PCR) and microarray gene expression analysis

RNA extraction, reverse transcription, reverse transcription–PCR (RT-PCR), and qRT-PCR were performed as described [21], with modifications. In brief, total RNA (100 ng) was extracted from the left auditory epithelia of FVB mice (for analyses of *Dnmt*s and *Hdac*s) or from the whole left cochleae of DBA mice (for other genes) at postnatal day 1 (P1), P14, 4 weeks, and 12 weeks with or without drug treatment, or from organs of adult FVB mice. Total RNA was extracted from tissues immediately after dissection using TRIZOL reagent (Life Technologies, Carlsbad, CA), purified using the RNeasy mini kit (Qiagen, Hilden, Germany), and reverse transcribed using SuperScript III (Life Technologies) with random-sequence hexamer primers (TaKaRaBIO, Shiga, Japan). For RT-PCR, 1/100 of the reverse transcription reaction mix was used for each PCR reaction. For qRT-PCR, 1 μl of cDNA was used as the template for each reaction, which was carried out in duplicate, and the reaction products were analyzed with the Prism 7000 system (Applied Biosystems, Foster City, CA) using Power SYBR Green Master Mix (Life Technologies). The standard curves for *Dnmt*s, *Hdac*s, and *Gapdh* were generated using the cDNA generated from ovaries of adult FVB mice at 5 months of age.

For microarray gene expression analysis, the quality of RNA extracted from the whole cochlea of the left inner ear (5–6 mice in each group) was assessed with the Agilent BioAnalyzer 2100 (Agilent Technologies, Santa Clara, CA). The RNA was subjected to a microarray assay using the GeneChip Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA) with 45,101 probes. The expression array data were normalized using the MAS5 algorithm (Affymetrix). To correct for bias between chips, we performed quantile normalization [32] on all array data using the R software. The signal reliability of each probe was determined based on the MAS5 Call algorithm (Affymetrix), and each probe was assigned one of three flags (present, marginal, or absent). To statistically compare microarray data sets, we selected only the probes assigned as “present” for all samples in at least one group for Welch’s *t*-test (two-sided). To validate the microarray data, qRT-PCR was carried out to measure differences in cycle threshold values (ΔCt) between each gene and *Gapdh*. The standard curve for *Zip4* and *Gapdh* was generated using mouse hepatocarcinoma Hepa1-6 cells (The *Zip4/Gapdh* ratio = 1 in Hepa1-6 cells) supplied by the RIKEN BioResource Center (Tsukuba, Japan). Statistical significance was estimated by one-way ANOVA and Scheffe's test (N = 3). The primer sequences for RT-PCR and qRT-PCR are shown in S1 Table.

The dataset from the microarray experiments has been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (Accession number: GSE62173).

### Gene set enrichment analysis

Gene set enrichment analysis for molecular function and disease was performed using the Ingenuity Pathway Analysis software (Qiagen). The analysis was based on Fisher’s exact test. The data were adjusted for multiple tests using the Benjamini-Hochberg false discovery rate [33].

### Immunohistochemistry

Mice were anesthetized by xylazine-ketamine, perfused with saline, and fixed with 10% formalin. Dissected right inner ears were decalcified for 10–14 days at 4°C and paraffin embedded. Transverse 5-μm-thick sections of the inner ear were rehydrated, pretreated with 10 mM sodium citrate (pH 6.0), and blocked in phosphate-buffered saline with 0.05% Tween-20, 1% bovine serum albumin, and 5% fetal bovine serum. The specimens were incubated with rabbit antiserum against Zip4 (1:50; ab117550, Abcam, Cambridge, UK) and mouse monoclonal antibody against tubulin-βIII (1:500; TuJ1, R&D Systems, Minneapolis, MN) at 4°C overnight. The protein signals were visualized with Alexa 488—or 568–conjugated secondary antibodies (for anti-Zip4 and anti–tubulin-βIII, respectively; Life Technologies) followed by counterstaining with 4',6-diamidino-2-phenylindole (DAPI). Images were captured with confocal microscopy (Bio-Rad Radiance 2100, Bio-Rad, Hercules, CA). Signal specificity of Zip4 staining was determined using intestinal tissue sections from adult FVB mice [34].

## Results

### Expression of *Dnmt*s and *Hdac*s in mouse auditory epithelia

We first examined expression of *Dnmt*s and *Hdac*s in the auditory epithelia of FVB mice with normal hearing. qRT-PCR revealed that the expression levels of all three *Dnmt*s were the highest at postnatal day (P)1 and had decreased by P14, ~4 days after the onset of hearing [35]; the lowest levels were present at 12 weeks (Fig 1A). RT-PCR demonstrated that all 11 *Hdac*s encoded in the mammalian genome were expressed in the mouse cochlea at P1, whereas at 12 weeks, some of the *Hdac*s, such as *Hdac2*, were barely detectable and appeared to be expressed at very low levels (Fig 1B). Expression of *Dnmt*s, *Hdac1*, and *Hdac2* was detectable in various adult organs, with the highest expression levels in spleen among the seven organs examined and relatively high levels in the whole cochlea (S1 Fig), suggesting that epigenetic pathways contribute to cochlear function.

**Fig 1:**
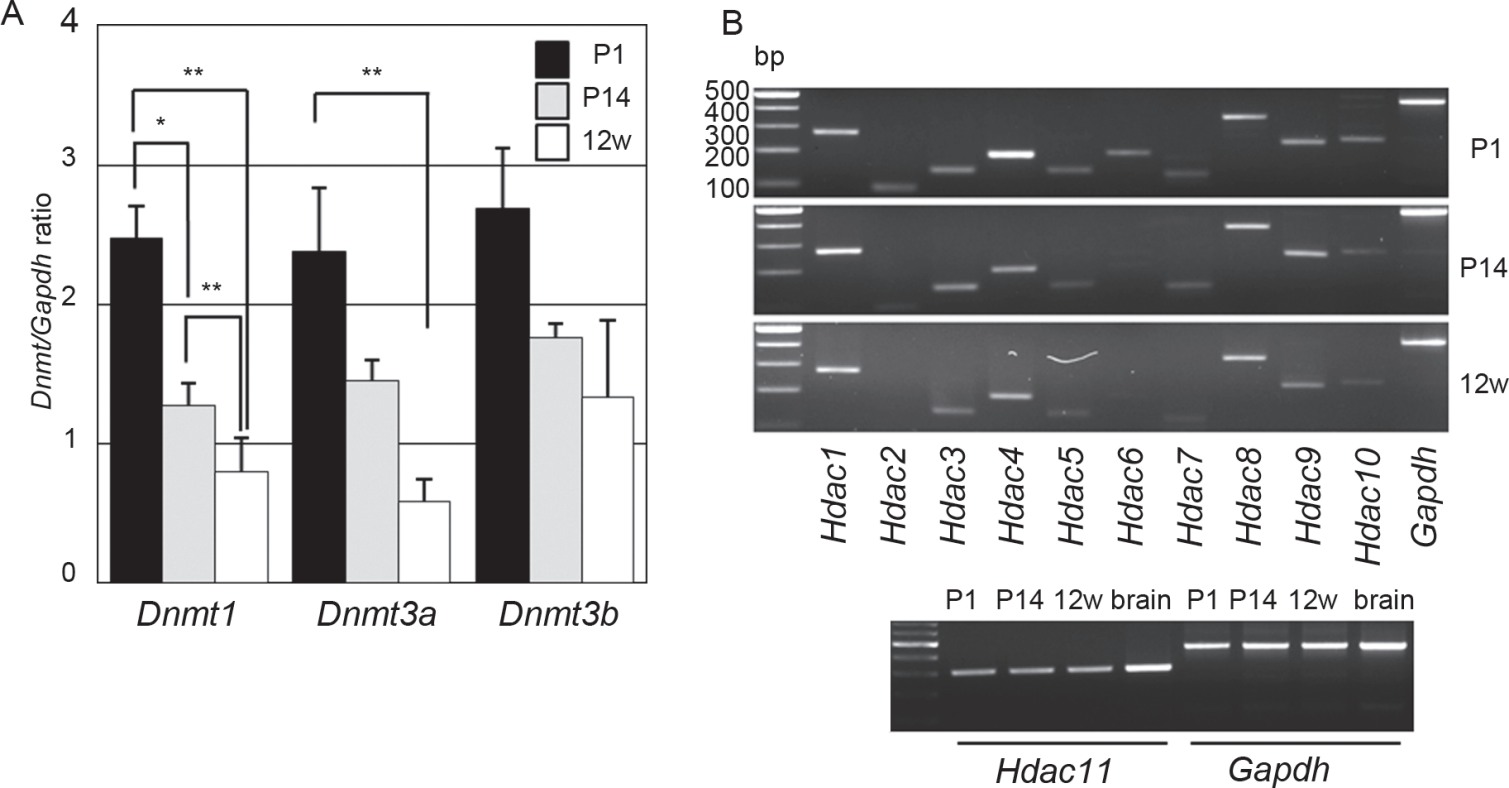
*Dnmt*s and *Hdac*s in the developing mouse auditory epithelium. (A) Expression levels of *Dnmt*s in the auditory epithelia of FVB mice at P1, P14, and 12 weeks (12w). Values shown are the mean ± s.d.; *p < 0.05, **p < 0.01 (N = 3 mice, one-way ANOVA and Scheffe’s test). (B) Expression of *Hdac*s in the developing auditory epithelia of FVB mice as assessed with RT-PCR.

### Treatment of DBA mice with reagents that affect epigenetic modifications

To explore the possibility that changes in epigenetic modifications are directly involved in progressive hearing loss, MET, a methyl donor, and VPA, a pan-Hdac inhibitor, were administered individually or together to DBA mice for 8 weeks. We determined ABR levels in each animal at 4 weeks (before treatment) and 12 weeks (8 weeks after treatment) of age (S2 Fig). In untreated mice, ABR thresholds increased by 24 ± 3 dB at 8 kHz, 25 ± 9 dB at 16 kHz, and 23 ± 4 dB at 32 kHz (Fig 2) after 8 weeks. The ABR threshold shifts between untreated and control mice were insignificant at all the frequencies examined. When mice were administered MET together with VPA (M+V), the ABR threshold increased by only 5 ± 2 dB at 32 kHz at 8 weeks, significantly less than in mice treated with VPA (18 ± 3 dB), MET (19 ± 3 dB), or control vehicle (17 ± 2 dB), or in untreated mice. The M+V-treated mice also showed a significantly lower ABR threshold increase at 8 kHz (20 ± 3 dB) at 8 weeks than did those treated with control vehicle (31 ± 3 dB), FA (34 ± 4 dB), or VB12 (39 ± 4 dB). When mice were given VPA, the ABR threshold increased by 22 ± 4 dB at 8 kHz, significantly less than in mice treated with VB12. The MET-treated mice showed hyperactivity, which may be related to the reduced prepulse inhibition of the startle response observed in the animal model of schizophrenia that results from changes in the epigenetic status in the brain after MET treatment [36, 37]. In contrast, the M+V-treated mice recovered from the behavioral abnormalities as reported [37], suggesting that these reagents actually penetrated and facilitated epigenetic modification in the cochlea as well as in the brain.

**Fig 2:**
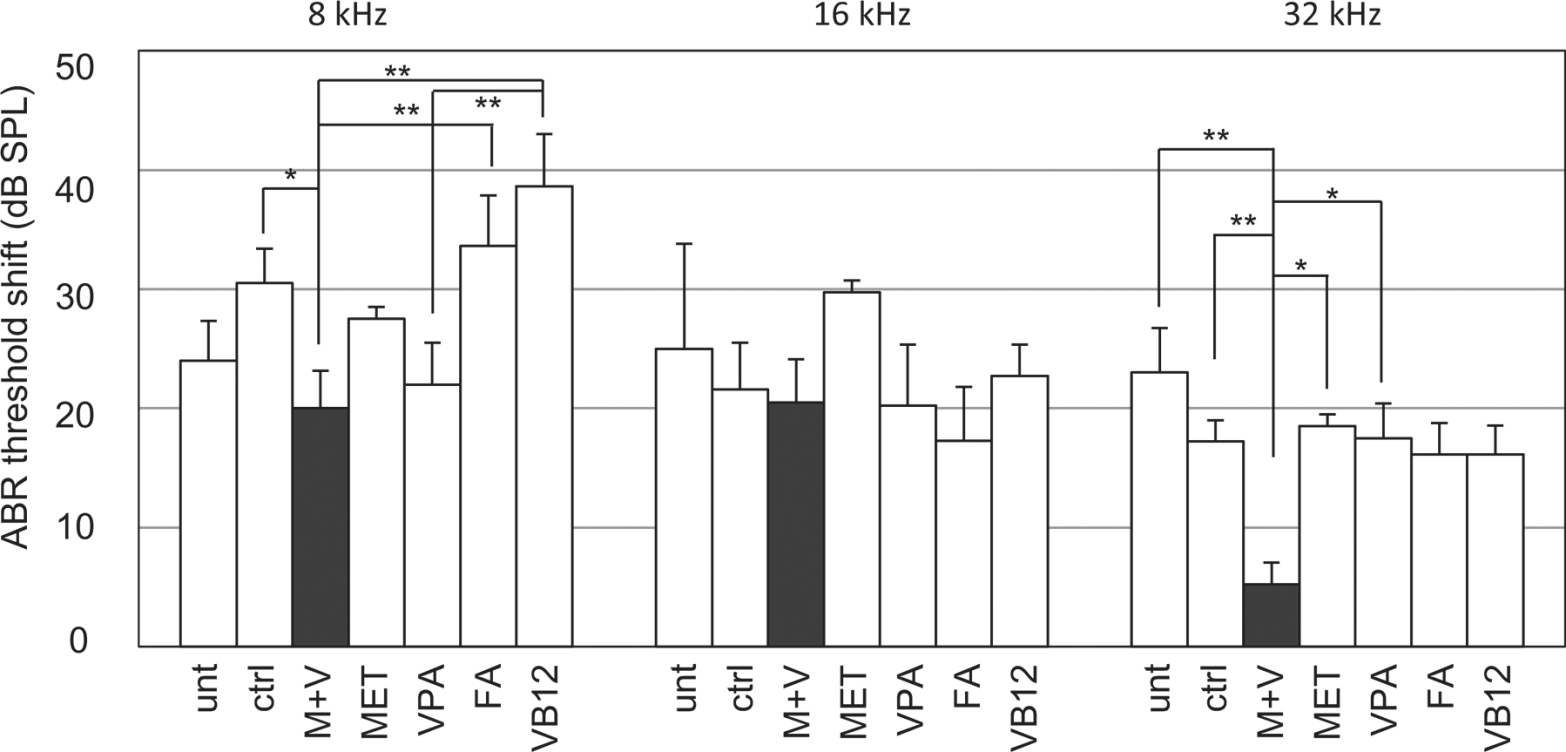
Effects of reagents that affect epigenetic modification on progressive hearing loss in DBA mice. ABR threshold increases at 8, 16, and 32 kHz in DBA mice from 4 to 12 weeks of age that were treated with different reagents. Values shown are the mean ± s.d.; *p < 0.05, **p <0.01 (one-way ANOVA and Scheffe’s test). The numbers of animals in each group were as follows: 5 for untreated (unt), 19 for control (ctrl), 21 for M+V, 10 each for MET and VPA, and 11 each for FA and VB12. SPL, sound pressure level.

### Microarray analysis and validation of genes associated with attenuation of progressive hearing loss

To identify possible genes or pathways involved in this reduction in progressive hearing loss induced by reagents that affect epigenetic modifications, total RNA from whole cochleae of mice before and after M+V treatment was subjected to microarray analysis. 

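The arrays covered 3 groups of male DBA/2J mice, with 1 whole left cochlea per array. The first group was 5 mice at 4 weeks of age, before any injection. The control group was 5 mice at 12 weeks of age that had received vehicle for 8 weeks. The M+V group was 6 mice at 12 weeks of age that had received MET at 500 mg/kg together with VPA at 300 mg/kg for the same 8 weeks. MET feeds the methyl donor S-adenosylmethionine, and VPA inhibits Hdacs. A difference between the M+V-treated and control cochleae is therefore one of treatment at a single age, apart from the spike-in batch described below. That batch is unequal between them, with 2 of the 6 M+V arrays and 1 of the 5 control arrays at its high level. A difference between control and 4 weeks holds age, the vehicle injections and, for 4 of the 5 control arrays, the batch. Each probe of the array is a set of short oligonucleotides against 1 transcript, and a gene can have several. The values are MAS5 signals that the authors quantile-normalized over all arrays, on the log2 scale, with a median of 6.90 in every array. Signals under 1 were set to 1, which concerned 0.869% of the values. Probes were tested if they reached their array's median in every array of at least 1 group, a rule that stands in for the MAS5 present calls. It kept 21391 probes, of which 18852 stand for 1 gene symbol each and together cover 11457 genes. All differences are log2 fold changes with their standard errors from 1 limma model of the 3 groups, the p values are two-sided, and adjusted p values are Benjamini-Hochberg values over the tested probes. The study's own cutoffs, a fold over 1.5 and an unadjusted p under 0.05, were counted beside them. Lists of genes were tested with camera, which compares a list's genes with all other tested genes. The number of arrays limits the precision. The hybridisation controls, bacterial transcripts added in a fixed amount, parted the arrays into 2 batches: all 5 arrays at 4 weeks, control replicate 1 and M+V replicates 1 and 2 had a high level of the bioB control (9.02 to 9.74 on the log2 scale), and the other 4 control and 4 M+V arrays had a low level (5.98 to 6.36).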

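From 4 to 12 weeks of age the cochlea gained transcripts of immunoglobulin A and lost transcripts of bone and extracellular matrix, with and without M+V. Igha, which encodes the constant region of the immunoglobulin A heavy chain, rose by a log2 fold change of 5.07 (SE 0.41, adjusted p = 6.89e-06 from limma) from the 5 cochleae at 4 weeks to the 6 M+V-treated cochleae. Jchain, which joins immunoglobulin A monomers, rose by 2.49 on the same scale (SE 0.39, adjusted p = 0.00208). Col2a1, the main collagen of cartilage, fell by 2.56 on the log2 scale (SE 0.39, adjusted p = 0.00178), and Panx3, a channel of bone and cartilage cells, fell as well (adjusted p = 8.97e-04). The macrophage factor Cd5l, the B cell chemokine Cxcl13 and the heme oxygenase Hmox1 rose by 2.26, 1.78 and 1.47 in the M+V-treated cochleae. In the 5 control cochleae these genes moved in the same directions: Igha rose by 4.59 (SE 0.43, adjusted p = 4.34e-05), Jchain by 2.28, Cd5l by 2.73, Cxcl13 by 1.79 and Hmox1 by 1.76, while Col2a1 fell by 2.31 and Panx3 fell by 2.23 on the log2 scale. Over all probes, 445 rose and 684 fell between 4 weeks and M+V at an adjusted p under 0.05, and 79 rose and 216 fell between 4 weeks and control. Single arrays moved these counts: leaving out 1 array gave 591 (4 weeks replicate 4) to 1760 (M+V replicate 3) probes in all for M+V and 139 (control replicate 5) to 550 (M+V replicate 1) for control. All arrays at 4 weeks are in the high spike-in batch: with the batch as a block 170 probes passed for control, and 22 in the high arrays only, where control has 1 array. With all arrays, 52 probes rose and 179 fell in both comparisons, where independent lists would share 1.64 and 6.91. The comparisons share the arrays at 4 weeks, so part of this overlap may arise from them. How large that part is was not tested.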

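The list of 22 extracellular matrix genes was lower at 12 weeks than at 4 weeks, with a median log2 fold change of -0.69 in the M+V-treated cochleae (camera, adjusted p = 2.06e-17, and adjusted p = 0.0207 with an estimated correlation) and -0.62 in the control cochleae (adjusted p = 3.89e-16, and adjusted p = 0.0281 with an estimated correlation). Of its genes, 13 fell with M+V (13 when adjusted over the list alone) and 9 fell in control (13 when adjusted over the list alone). Col3a1, a fibrillar collagen of soft connective tissue, fell by 1.67 with M+V and Col11a1, a collagen of cartilage, fell by 1.77 on the log2 scale. The 12 tested bone genes were lower by a median of -0.77 with M+V (adjusted p = 1.29e-09, and adjusted p = 0.0622 with an estimated correlation) and -0.64 in control (adjusted p = 6.26e-11, and adjusted p = 0.0395 with an estimated correlation). Of its genes, 7 fell with M+V and 5 in control (9 and 8 when adjusted over the list alone), and the mineralization enzyme Alpl fell by 1.23 with M+V and by 1.10 in control. Neutrophil genes were higher by a median of 0.57 with M+V (adjusted p = 1.12e-05, and adjusted p = 0.673 with an estimated correlation) and 0.42 in control (adjusted p = 2.22e-05, and adjusted p = 0.744 with an estimated correlation). Of its genes, 5 rose with M+V and 2 in control (7 and 5 when adjusted over the list alone), and Prtn3, a granule protease of immature neutrophils, rose by 1.29 with M+V and by 1.03 in control. Genes of oligodendrocytes (median -0.56, adjusted p = 0.00111, and adjusted p = 0.766 with an estimated correlation) and of Schwann cells (median -0.59, adjusted p = 0.00853, and adjusted p = 0.766 with an estimated correlation) were lower with M+V than at 4 weeks, with 2 and 1 of their genes past the test (3 and 4 when adjusted over the list alone). Among them Ugt8a, an enzyme of myelin lipid synthesis, fell by 1.14 and Pmp22, a protein of peripheral myelin, fell by 1.08 on the log2 scale, which no longer passed without 4 weeks replicate 1 or 5. In control, genes of macrophages (median 0.29, adjusted p = 0.00676, and adjusted p = 0.802 with an estimated correlation) and of B cells and MHC class II (median 0.11, adjusted p = 0.00808, and adjusted p = 0.802 with an estimated correlation) were higher than at 4 weeks, with 0 and 3 of their genes past the test (3 and 5 when adjusted over the list alone), and the MHC class II chain H2-Eb1 rose by 0.97 (SE 0.16, adjusted p = 0.00456). Of the 16 tested genes of B cells and MHC class II, 9 were above 0 and 7 below in control. Those above 0 were the MHC class II genes, H2-Aa among them at 0.91, and Cd22, Rhoh and Ebf1. Those below 0 were all of the B cell lineage: Ighm, Cd79b, Ms4a1, Blnk, Vpreb1, Vpreb3 and Igll1. The list was thus higher through MHC class II, and genes of B cells as a whole did not rise. With the spike-in batch as a block the B cell list pointed down in control (median -0.34, adjusted p = 0.4996). H2-Eb1 and Hmox1 no longer passed there. With M+V the list pointed down against 4 weeks without the block as well (median -0.39, adjusted p = 0.0659).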

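The transcript 9030619P08Rik, a gene without an assigned function, was higher in the M+V-treated cochleae than in both other groups at the study's cutoffs, with log2 fold changes of 0.85 (SE 0.28) against control and 0.98 against 4 weeks. A single probe each of Erbin, a scaffold protein of cell junctions, and Pold3, a subunit of DNA polymerase delta, was also higher than in both, while a brighter probe of the same gene did not pass the cutoffs. Hs6st2, a sulfotransferase of heparan sulfate, was lower than in both groups, with -1.02 (SE 0.36) against control and -0.78 against 4 weeks. At the study's cutoffs, 11 probes were higher and 116 were lower in the M+V-treated cochleae than in both other groups. The M+V arrays are common to both comparisons, so some overlap arises without any effect: in 100 simulated sets of unchanged groups the overlap averaged 5.97 probes higher, at most 15, and 5.91 lower, at most 12. The 11 higher probes lie within that range and the 116 lower probes lie outside it, but the simulated sets hold neither the spike-in batch nor the correlation between probes, so this range does not exclude chance; without M+V replicates 3, 4, 5 or 6 the higher probes were 60, 24, 26 or 17. When 3 of the M+V arrays were set against control and the other 3 against 4 weeks, in each of 20 ways, the overlap was 3 to 17 probes higher and 34 to 85 lower.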

We hypothesized that genes targeted by epigenetic modification would show differential expression in the M+V-treated cochleae compared with vehicle control as well as untreated cochleae. Fifty-five probes (49 genes) showed a ratio of >1.5-fold for transcript levels in the M+V-treated cochleae compared with the control cochleae, and 244 probes (195 genes) showed a ratio of >1.5-fold for transcript levels in the control cochleae compared with the M+V-treated cochleae (*p* < 0.05, Table 1 and S2 and S3 Tables). 

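The genes lower in the M+V-treated cochleae (n = 6) than in the control cochleae (n = 5) included those of B cells and antigen presentation. H2-Eb1, H2-Aa and H2-Oa, chains of MHC class II molecules or of their peptide loading, had log2 fold changes of -0.56 (SE 0.15), -0.58 (SE 0.18) and -0.69 (SE 0.19); the first 2 are short of the study's fold, and so was H2-Oa without M+V replicate 1. The 16 tested genes of B cells and MHC class II were all below 0, with a median of -0.63 (camera, adjusted p = 9.39e-13, and adjusted p = 0.561 with an estimated correlation). As the list's mean relative to all arrays, M+V replicates 1, 2 and 3 were at -1.57, -0.30 and -0.59, below every control array. Replicates 4, 5 and 6 were at 0.25, 0.32 and 0.08, within the control range of 0.02 to 0.64. Single genes differed from this, with H2-Oa lower in all 6 M+V arrays than in every control array. Other blood and marrow cells moved with the list in some of these cochleae and against it in others. On the same scale M+V replicates 1, 2 and 3 were at -6.04, 0.48 and -0.36 for erythroid genes. For neutrophil genes they were at 0.58, 0.30 and -0.34. No gene of the list passed the adjusted p over all probes, 6 were lower at the study's cutoffs and 11 were lower when adjusted over the list alone; 6 of its genes are in the study's tables, which were made from these arrays, so the list is not independent evidence. Genes of the cell cycle were lower by a median of -0.15, with 22 of 24 below 0 and 0 past the test when adjusted over the list alone (adjusted p = 9.69e-04, and adjusted p = 0.654 with an estimated correlation), and 4 of them are also in the study's tables; the list no longer passed without M+V replicate 3 (adjusted p = 0.392) or without control replicate 4. Plk3, a kinase of the stress response, was among the higher genes with the smallest p, with a log2 fold change of 0.78 (SE 0.18, adjusted p = 0.365). ND5, a mitochondrially encoded subunit of complex I, had -0.73 (SE 0.17, adjusted p = 0.365). Without control replicate 1 it was at -0.56 and no longer passed the study's cutoffs. The nuclear noncoding RNA Malat1 had -0.86 (SE 0.21, adjusted p = 0.365), with 4 of its probes lower than in both other groups at the study's cutoffs and the highest of its other probes at 0.09.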

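At the study's cutoffs, limma gave 42 probes (39 genes) higher and 287 probes (214 genes) lower in the M+V-treated than in the control cochleae. The methods' t-test on the same probes gave 27 higher and 167 lower. After adjustment for the number of probes, 0 probes passed from limma, where the lowest adjusted p was 0.327, and 0 passed from the methods' t-test, where it was 0.618; 2096 probes had an unadjusted p under 0.05 from limma against 1069.55 that chance would give. In simulated data with the same arrays per group, limma called 91.4% of probes that differed by 1 on the log2 scale after adjustment. Smaller changes, such as the study's fold of 1.5, were not simulated. Tested probes of Slc25a31 (-1.42) and Hs6st2 (-1.02) differed by more than 1 and did not pass. That share may therefore not hold for these arrays with their spike-in batch, and it does not show that few changes were missed. Single arrays moved the counts: without M+V replicate 1 there were 24 probes higher, without M+V replicates 3, 4 or 5 there were 104, 80 or 76, and without M+V replicate 2 or 3 there were 188 or 435 lower. The paper's hypothesis is that targets of epigenetic modification differ in M+V-treated cochleae from control and from untreated cochleae, and it takes its candidates from the genes of both directions by their known relevance to hearing.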

Among the genes that were significantly differentially expressed between the M+V-treated and control groups, we selected *Otx1*, *Zip4*, *Calca*, *Pold3*, *Hspa1b*, *Serpinh1*, *Gabra1*, and *Gabrb2* to validate the expression levels by qRT-PCR, based on their known relevance to hearing [38–42]. 

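By the study's probes, Otx1, Zip4, Hspa1b and Pold3 of the 6 selected genes analysed here had their highest group mean in the M+V-treated cochleae. Gabrb2 had its lowest there. Another tested Pold3 probe also had its lowest mean there, at 9.16, against 9.27 in control and 9.21 at 4 weeks. Otx1, a transcription factor that patterns the inner ear, was at 6.63 ± 0.74 on the log2 scale (SD, n = 6) with M+V, 5.47 ± 0.80 (n = 5) in control and 5.88 ± 0.58 (n = 5) at 4 weeks, a log2 fold change of 1.16 against control (SE 0.41, adjusted p = 0.682 from limma without the filter). All 3 group means of its probe lie under the array median. An exact permutation test of M+V against control gave p = 0.0303; within the arrays of the low spike-in batch the difference was 1.13, about as large, and p = 0.0857 with fewer arrays. Hspa1b, an inducible chaperone, has 3 probes, at 0.78, 0.63 and 0.53 against control; the study's probe was at 9.96 ± 0.43 (SD, n = 6) with M+V and 9.18 ± 0.32 (n = 5) in control (exact permutation test, p = 0.00866; within the low spike-in batch the difference was 0.61, with p = 0.0857 from fewer arrays). Gabrb2, a subunit of the GABA-A receptor, had a log2 fold change of -1.85 against control by the study's probe. By its brightest probe, used in what follows, it was at 5.53 ± 0.94 (SD, n = 6) with M+V, 7.33 ± 1.19 (n = 5) in control and 6.50 ± 0.61 (n = 5) at 4 weeks. That is a log2 fold change of -1.80 against control (SE 0.54, adjusted p = 0.682 from limma without the filter), and the gene's other 4 probes were also below 0. With each array's mean over oligodendrocyte and astrocyte genes as a covariate, the log2 fold change of Gabrb2 was -0.96 and no longer passed the study's cutoffs, and within the low spike-in batch it was -0.93, also short of them. Pold3 and Serpinh1, the collagen chaperone, rest on 1 probe each: the study's probes gave 0.88 (SE 0.23) and 0.73 (SE 0.28), and the brightest probes of the same genes 0.17 (SE 0.13, adjusted p = 0.691) and 0.05 (SE 0.12, adjusted p = 0.918). The brightest Serpinh1 probe fell from 4 weeks to 12 weeks, by 0.61 on the log2 scale with M+V (adjusted p = 0.00955) and by 0.66 in control (adjusted p = 0.0147). The paper selected the genes of this paragraph from these same arrays, so their tests here are not independent evidence. The other selected genes are not analysed here.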

*Pold3* was also selected because it is involved in DNA replication and repair [43], and we speculated that these functions might have been stimulated in the M+V-treated cochleae. *Gabra1* and *Gabrb2* were considered to be representative genes for neural function, as gene set enrichment analysis based on gene annotations demonstrated that many of the genes down-regulated by M+V were categorized as having a neural function (S4 Table).

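Genes of neurons were lower in the M+V-treated cochleae (n = 6) than in control (n = 5) over all arrays, and genes of brain glia were lower with them; within the low spike-in batch the medians of the neuron and oligodendrocyte lists were -0.10 and -0.03 and neither passed (camera, adjusted p = 0.106 and 0.462), and without M+V replicate 2 the neuron median was -0.19. Syn2, a protein of synaptic vesicles, had a log2 fold change of -0.76 (SE 0.20, adjusted p = 0.365 from limma), Syt1, the calcium sensor of transmitter release, -1.06 (SE 0.48) and Ina, a neurofilament, -0.67 (SE 0.28); leaving out any 1 of 7 arrays for Syt1 and any 1 of 4 for Ina put them short of the study's cutoffs. The 17 tested genes of neurons and synapses were all below 0, with a median of -0.41 (camera, adjusted p = 2.39e-06, and adjusted p = 0.596 with an estimated correlation); 3 were lower at the study's cutoffs and 1 was lower when adjusted over the list alone. Oligodendrocyte genes, which make the myelin of the brain, had a median of -0.40 with all 10 below 0 (adjusted p = 5.35e-05, and adjusted p = 0.561 with an estimated correlation; 0 lower when adjusted over the list alone), among them Ermn at -1.21 (SE 0.42) and Mobp at -0.88 (SE 0.37), which was short of the study's cutoffs without any 1 of 5 arrays. Astrocyte genes had a median of -0.31 with 8 of 9 below 0 (adjusted p = 8.30e-04, and adjusted p = 0.561 with an estimated correlation; 3 lower when adjusted over the list alone), among them Slc39a12, a zinc transporter of astrocytes, at -1.01 (SE 0.31) and the glutamate transporter Slc1a2 at -0.76 (SE 0.28). Of the GABA and glutamate receptor genes 3 passed the filter, all of the AMPA type, with a median of -0.42 (adjusted p = 0.00259, and adjusted p = 0.561 with an estimated correlation; 2 lower when adjusted over the list alone), Gria2 at -0.77 (SE 0.29, short of the cutoffs without control replicate 2) and Gria3 at -0.38 (SE 0.14). Genes of Schwann cells (median -0.27, adjusted p = 0.0784), of cerebellar and brainstem neurons (median -0.29, adjusted p = 0.134) and of the spiral ganglion (median -0.12, adjusted p = 0.125) did not pass; without M+V replicate 3 the Schwann cell (0.00262) and spiral ganglion (0.00916) lists passed, and without control replicate 4 the cerebellar list did (0.0416). These lists are not independent evidence of the study's result, since some of their genes are in its tables, made from the same arrays: 2 of the neuron list, 1 of the oligodendrocyte, 2 of the astrocyte and 1 of the receptor list.

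**Figure D1:**
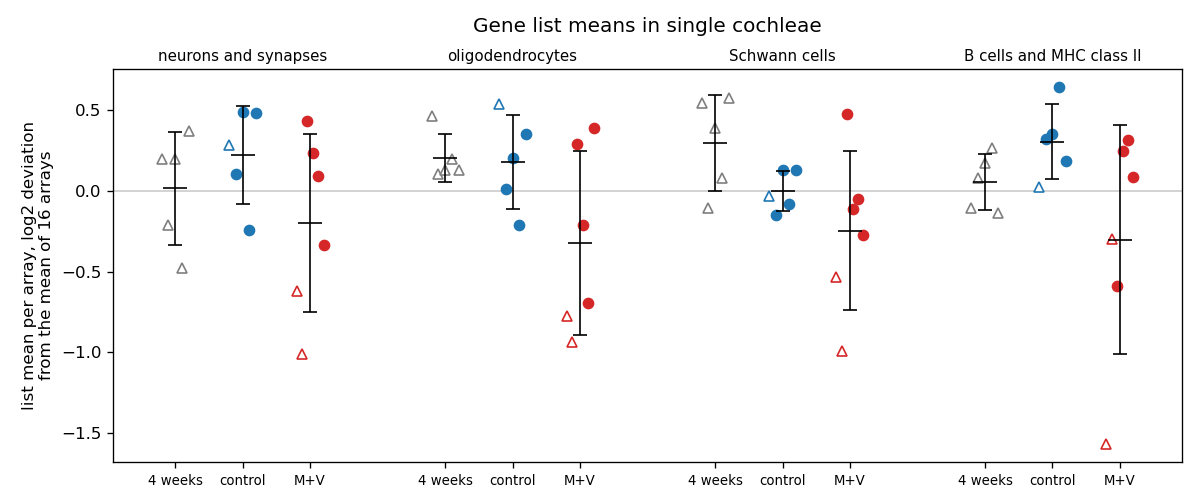
Mean over the genes of a list in each cochlea, as the log2 deviation from the mean of all 16 arrays, for 4 lists and 3 groups (4 weeks, control, M+V). Each point is 1 cochlea, open triangles are arrays of the high and filled circles arrays of the low spike-in batch, and bars are mean and SD; M+V replicates 1 and 2 lie lowest for neurons and synapses, at -0.62 and -1.01.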

**Table 1:** The top 20 significantly up- or down-regulated genes in the M+V-treated cochleae relative to control vehicle-treated cochleae.

Upregulated Genes			Downregulated Genes		
Gene Symbol	Ratio (M+V/ctrl)*	*p* (Welch's t-test)	Gene Symbol	Ratio (M+V/ctrl)	*p* (Welch's t-Test)
***Otx1*** **	2.23	0.037	***Gabra1***	0.12	0.029
***Slc39a4***	2.10	0.011	*Fstl5*	0.16	0.031
*Tbc1d2*	1.98	0.005	***Gabrb2***	0.28	0.016
*Rpl23*	1.96	0.012	*Kcnd2*	0.28	0.022
*Tmem170*	1.94	0.024	*Slitrk4*	0.28	0.024
***Calca***	1.89	0.005	*Gap43*	0.29	0.039
*Sumf1*	1.86	0.049	*Slc25a31*	0.37	0.034
***Pold3***	1.84	0.004	*Cacnb4*	0.41	0.013
*9030619P08Rik*	1.80	0.029	*6330527O06Rik*	0.42	0.046
*Dnahc7a*	1.76	0.023	*B3galt2*	0.43	0.041
*3300002P09Rik*	1.73	0.012	*Mageb16*	0.45	0.027
***Hspa1b***	1.72	0.007	*Rbl1*	0.46	0.022
*Aox3*	1.72	0.046	*Scn1a*	0.46	0.033
*Erbb2ip*	1.69	0.0005	*Cadm2*	0.47	0.015
*Adig*	1.68	0.047	*Pcdh8*	0.48	0.008
***Serpinh1***	1.66	0.050	*A530030E21Rik*	0.48	0.013
*Ntf5*	1.66	0.019	*Clip1*	0.48	0.033
*Fn3krp*	1.65	0.017	*Rictor*	0.49	0.003
*Klf6*	1.65	0.020	*Hs6st2*	0.49	0.040
*AU019752*	1.63	0.027	*Tbx15*	0.49	0.0005

*M+V, l-methionine and valproic acid; ctrl, vehicle control.

**Genes in bold were validated by qRT-PCR.

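Among the Table 1 genes with the largest log2 fold changes, Fstl5, a secreted follistatin-like protein, had -2.61 (SE 0.91), Slitrk4, a synaptic adhesion protein, -1.82 (SE 0.59) and Gap43, a growth cone protein, -1.80 (SE 0.55). Kcnd2, a potassium channel of neurons, had -1.59 by its brightest probe and -1.85 by the probe of Table 1. Each value is from limma without the filter. The probes of these genes lie under the filter, so these sizes are uncertain. Tbx15, a transcription factor of the skeleton and skin whose probe is also under the filter, had -1.02 (SE 0.22), at 6.14 ± 0.31 (SD, n = 6) with M+V and 7.16 ± 0.31 (n = 5) in control. Slc25a31, an ADP/ATP carrier of mitochondria, passed the filter, at -1.42 (SE 0.42, unadjusted p = 0.00367 from limma), and did not pass the adjusted p. Of the 33 Table 1 genes analysed, 20 have several probes, and in 16 of these the probe of Table 1 is not the brightest of the gene. In 9 of them, Erbin, Pold3, Serpinh1, Klf6, Sumf1, Clip1, Rictor, Rbl1 and B3galt2, the brightest probe differed by less than 1.2-fold between M+V and control; for B3galt2 that probe is itself under the filter, so it decides nothing. For the kinase scaffold Rictor, part of the TORC2 complex, the study's probe was at -1.02 and the brightest at -0.13 (SE 0.09), and for Klf6, an immediate early transcription factor, the brightest was at 0.04 (SE 0.16). In 3 of them, Gabrb2, Kcnd2 and the sodium channel Scn1a (-0.72, SE 0.26), the brightest probe also passed the study's cutoffs. Those of Gabrb2 and Kcnd2 are under the filter as well, so only that of Scn1a is a tested probe. Without M+V replicate 2 the Scn1a probe was at -0.53 and no longer passed.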

Among the genes analyzed by qRT-PCR, *Zip4* and *Hspa1b* showed significantly higher expression levels in the M+V-treated cochleae than in the control cochleae (S3 Fig), validating the microarray analysis. 

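Zip4, listed on the array as Slc39a4, encodes the importer that carries zinc across the plasma membrane, above all in the intestine. Its single probe was at 7.15 ± 0.62 on the log2 scale (SD, n = 6) in the M+V-treated cochleae, 6.08 ± 0.49 (SD, n = 5) in the control cochleae and 6.25 ± 0.48 (SD, n = 5) at 4 weeks. The log2 fold change was 1.07 against control (SE 0.32, adjusted p = 0.682 from limma without the filter) and 0.90 against 4 weeks (SE 0.32, adjusted p = 0.209), with -0.16 (SE 0.33) between control and 4 weeks. Single arrays ranged from 6.48 to 8.03 with M+V and from 5.43 to 6.68 in control, and 4 of the 6 M+V arrays lay above every control array (exact permutation test of M+V against control, p = 0.0152). Within the low spike-in batch, the difference was 1.09 and all 4 M+V arrays lay above the 4 control arrays (exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow); the high batch, with 2 M+V arrays and 1 control array, is too small for a comparison. Leaving out any 1 array kept the log2 fold change against control between 0.89 and 1.22 and past the study's cutoffs. With each array's mean over oligodendrocyte and astrocyte genes as a covariate it also passed them. The paper selected Zip4 from these same arrays, so none of these tests is independent evidence of its change. The probe is dim: no group had all its arrays at the array median of 6.90 or above, so Zip4 is not among the tested probes.

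**Figure D2:**
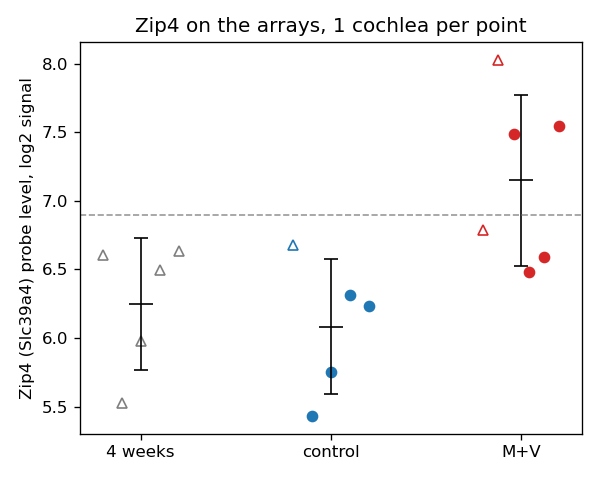
Level of the Zip4 (Slc39a4) probe in each cochlea, as the log2 signal, at 4 weeks, in control and after M+V. Each point is 1 cochlea, open triangles are arrays of the high and filled circles arrays of the low spike-in batch, bars are mean and SD, and the dashed line is the array median of 6.90; the M+V arrays lie between 6.48 and 8.03.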

*Zip4* was selected for further investigation because it was up-regulated in the M+V-treated cochleae, and because its expression seemed to be inversely associated with ABR threshold values.

Additional qRT-PCR analyses demonstrated that the *Zip4*/*Gapdh* ratio increased 3- to 4-fold from the untreated (0.17 ± 0.12) and the vehicle control cochleae (0.15 ± 0.11) to the M+V-treated cochleae (0.65 ± 0.08) at 12 weeks (Fig 3). The M+V-treated cochleae also showed a significantly higher *Zip4/Gapdh* ratio than the cochleae at 4 weeks (before drug treatment, 0.28 ± 0.15). Zip4 expression, which is predominantly in the adult mouse intestine [34] (S4 Fig), was detectable by immunohistochemistry in several cochlear tissues, including the spiral ganglion; the organ of Corti, which consists of sensory hair cells and supporting cells; and surrounding tissues such as the spiral limbus, which includes interdental cells at its border along the endolymph, and the spiral ligament, which harbors several types of fibrocytes in 4-week-old mice [44] (Figs 4A and 4B and 5A, 5B, 5I, 5J, 5Q, 5R and 5Y). The signal was relatively intense in the organ of Corti and spiral ligament, especially in the area beneath the stria vascularis and inferior to the basilar membrane of the organ of Corti. In the untreated mice at 12 weeks, the Zip4 signal remained detectable in the organ of Corti and the inferior region of the spiral ligament but was less intense in the other regions (Figs 4C and 4D and 5C, 5D, 5K, 5L, 5S, 5T and 5Z). The Zip4 signal intensities in the control mice at 12 weeks were similar to the untreated mice, but the spiral ganglion cells had a stronger signal (Figs 4E and 4F and 5E, 5F, 5M, 5N, 5U, 5V and 5Aa). In the M+V-treated mice at 12 weeks, the Zip4 signal was more intense throughout the cochlear tissue than in the untreated or control mice, especially in the spiral ganglion, spiral limbus, organ of Corti, stria vascularis, and spiral ligament (Figs 4G and 4H and 5G, 5H, 5O, 5P, 5W, 5X and 5Bb). No apparent morphological alterations, such as a decrease in the number of spiral ganglion cells, were observed.

**Fig 3:**
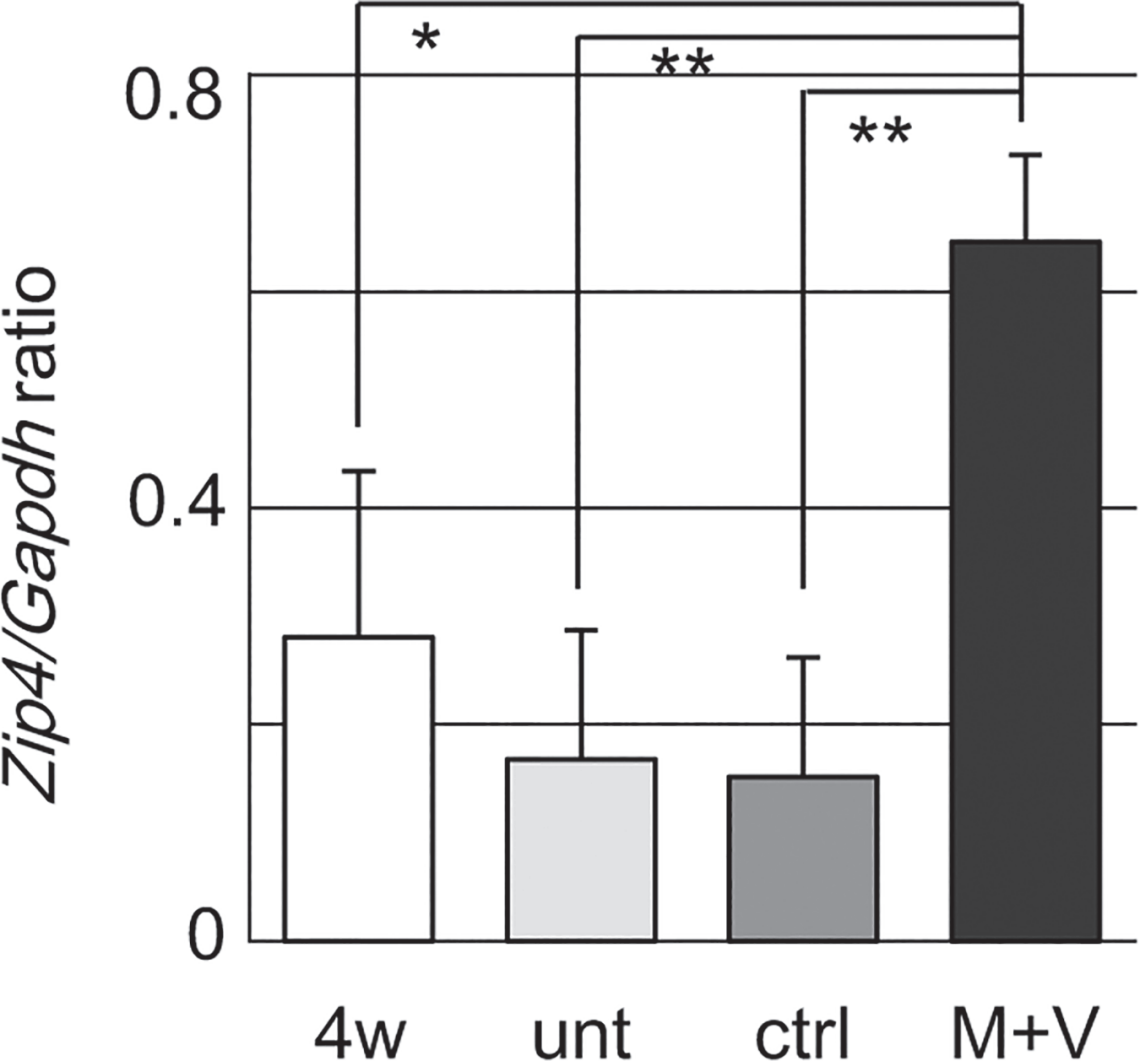
Expression of *Zip4* in the cochlea of DBA mice. *Zip4/Gapdh* ratios in the left whole cochleae of DBA mice at 4 weeks of age (4w) and in untreated cochleae (unt) and cochleae treated with vehicle control (ctrl) or with M+V from DBA mice at 12 weeks of age. N = 3 mice. Values shown are the mean ± s.d.; *p < 0.05, **p <0.01 (one-way ANOVA and Scheffe’s test).

**Fig 4:**
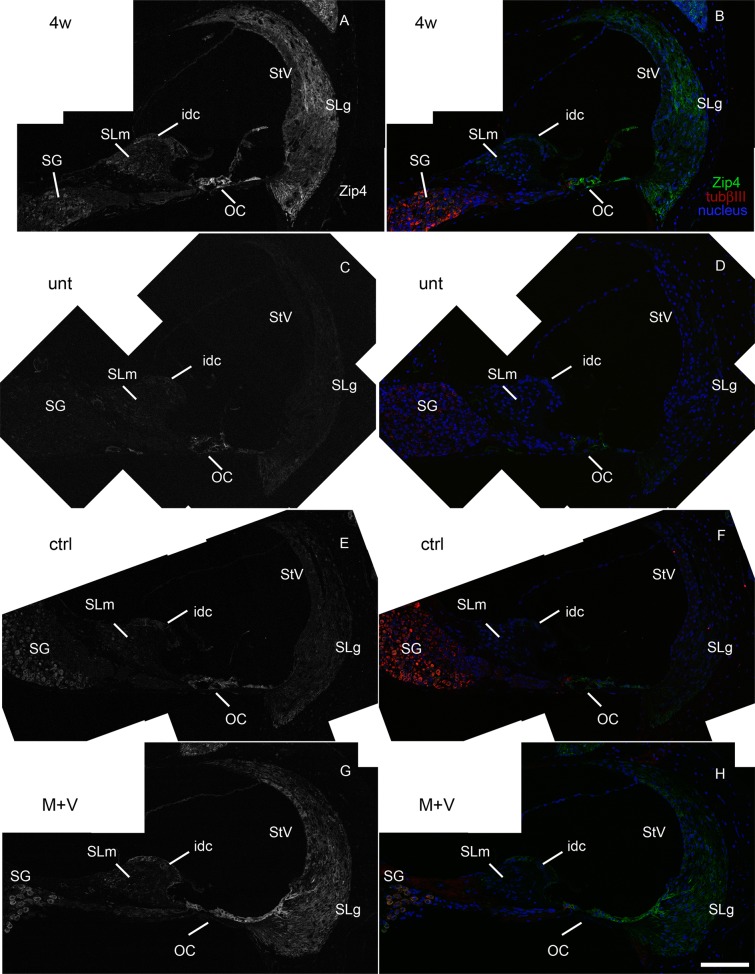
Distribution of Zip4 in the cochlea of DBA mice. Cochlear specimens from 4-week-old (4w; A, B) and untreated (unt) 12-week-old (C, D) mice and from 12-week-old mice treated with vehicle control (ctrl; E, F) or with M+V (G, H) were incubated with rabbit antiserum against Zip4 (green) and monoclonal antibody against tubulin βIII (red). A, C, E, and G are dark-field images of B, D, F, and H, respectively. Scale bar = 100 μm. idc, interdental cell region; OC, organ of Corti; SG, spiral ganglion; SLg, spiral ligament; SLm, spiral limbus; StV, stria vascularis.

**Fig 5:**
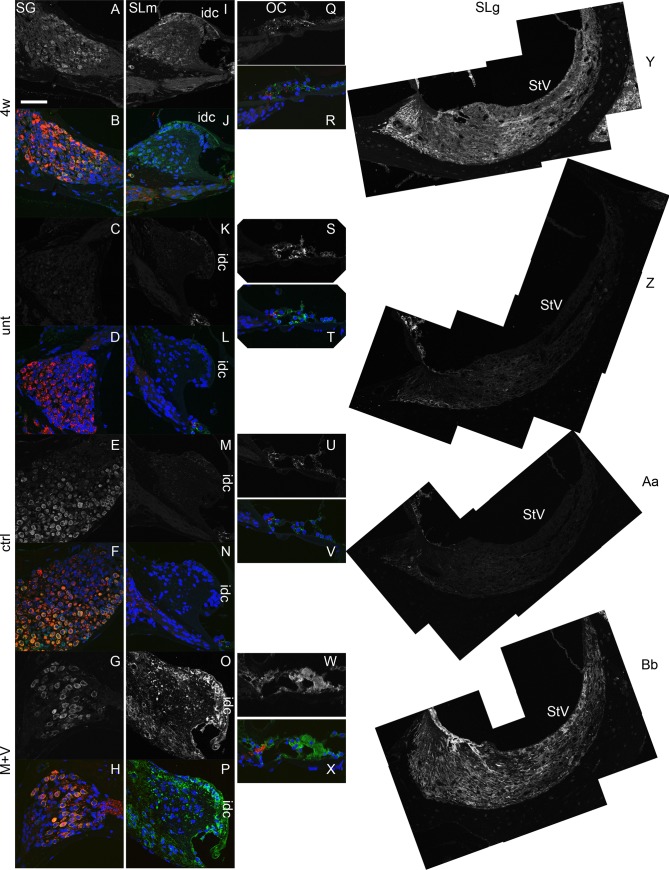
Magnified images of Zip4 expression in the cochlea of DBA mice. Magnified images of spiral ganglion (SG; A-H), spiral limbus (SLm; I-P), organ of Corti (OC; Q-X), and spiral ligament (SLg; Y-Bb) region after incubation with rabbit antiserum against Zip4 (green and signal in dark-field images) and monoclonal antibody against tubulin βIII (red). Cochlear specimens were from 4-week-old (4w; A, B, I, J, Q, R, Y) and untreated (unt) 12-week-old (C, D, K, L, S, T, Z) mice and from 12-week-old mice treated with vehicle control (ctrl; E, F, M, N, U, V, Aa) or M+V (G, H, O, P, W, X, Bb). Scale bar = 50 μm.

### Treatment of DBA mice with the *Zip4* inducer EGCG

To examine whether up-regulation of *Zip4* could affect progressive hearing loss in DBA mice, we administered EGCG to DBA mice from 4 to 12 weeks of age. In mice treated with EGCG at 5 mg/kg (EG5), the ABR threshold increased by 8 ± 4 dB at 32 kHz, significantly less than untreated (23 ± 4 dB) and saline-treated (20 ± 6 dB) mice, or mice treated with EGCG at 10 mg/kg (16 ± 5 dB, EG10) (Fig 6A and S5 Fig). The ABR threshold increase in the EG10 mice was not significantly different than in untreated or saline-treated mice. In addition, qRT-PCR showed that the *Zip4*/*Gapdh* ratio was significantly higher in the EG5-treated cochleae (0.91 ± 0.56) than in the untreated (0.11 ± 0.10) or saline-treated (0.33 ± 0.18) cochleae (Fig 6B). The *Zip4*/*Gapdh* ratio in the EG10-treated cochleae (0.56 ± 0.30) did not show statistical significance compared with the other groups of cochleae. Expression levels of *Otx1*, *Hspa1b*, *Gabra1*, and *Gabrb2* did not show significant differences after EGCG treatment (S6 Fig).

**Fig 6:**
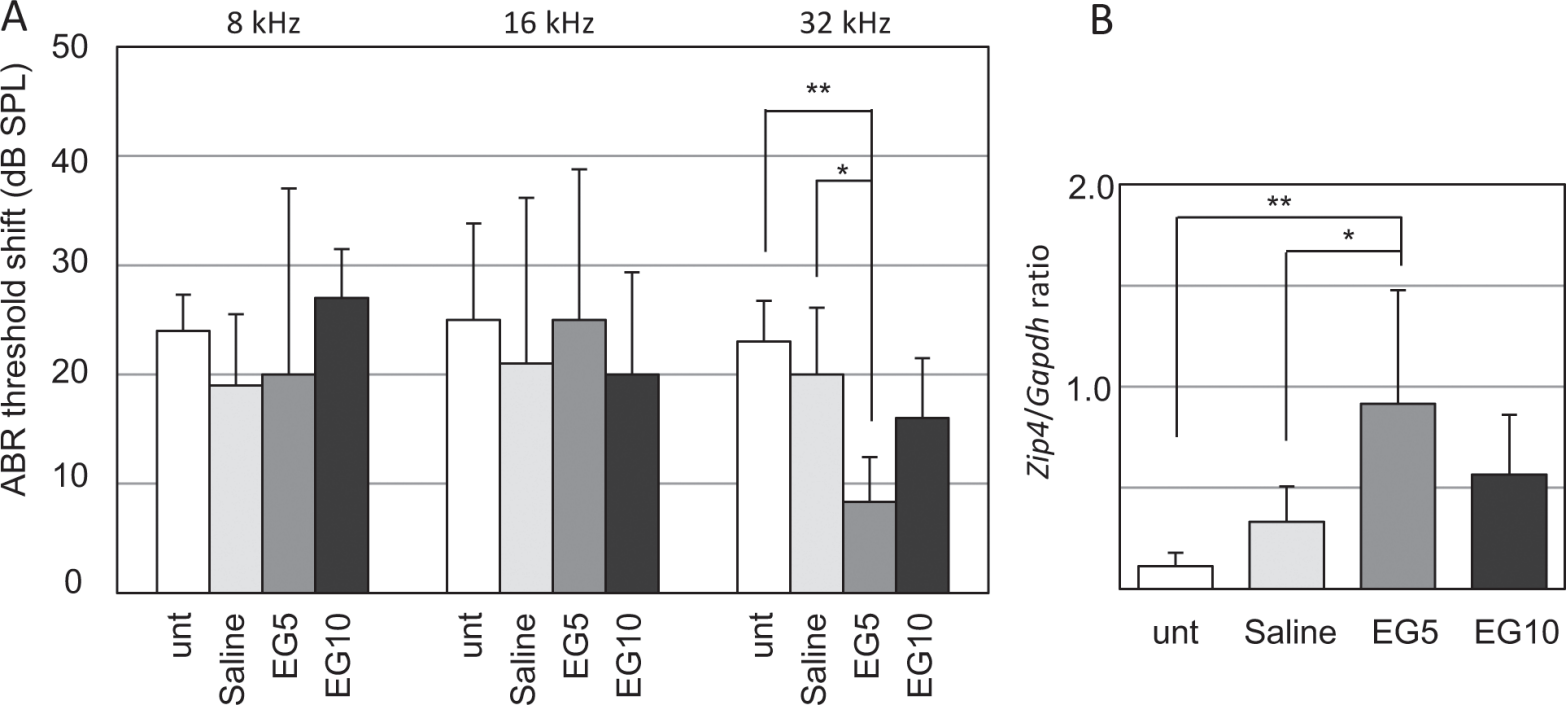
Effect of EGCG treatment on progressive hearing loss in DBA mice. (A) ABR threshold increases at 8, 16, and 32 kHz in DBA mice treated with different doses of EGCG; N = 5 untreated (unt) mice, 5 saline-treated mice, 6 EG5 mice, and 5 EG10 mice. (B) Expression levels of *Zip4* in the whole cochleae from mice treated with EGCG and from untreated and saline-treated mice. N = 3 mice per group. Values shown are the mean ± s.d.; *p < 0.05, **p <0.01 (one-way ANOVA and Scheffe’s test).

## Discussion

This study strongly suggests that epigenetic regulatory pathways can alter auditory function and identified Zip4 as a likely participant in maintaining hearing in DBA mice.

### Modulation of zinc homeostasis

Our results support previous studies in elderly adults with hearing loss [4], patients with tinnitus [6–8] or idiopathic sudden sensorineural hearing loss [9], and animal models [3,5], all of which have suggested that zinc uptake into cochlear cells and the regulation of molecular pathways underlying the uptake of this mineral are important for maintaining mammalian auditory function. The presence of Zip4 in many cochlear tissues suggests that zinc participates in multiple cellular processes that are important for proper cochlear function. It should be noted that Zip4 expression in some cochlear tissues, such as the organ of Corti and a subregion of the spiral ligament, was detectable in untreated, control, and M+V-treated mice, whereas expression in the spiral limbus and most of the spiral ligament was undetectable in the untreated and control mice but was intense in the M+V-treated mice. Therefore, M+V-induced up-regulation of *Zip4* in the whole cochlea, as detected by microarray analysis and by qRT-PCR, suggests a combination of two effects: enhanced expression in the cochlear cells that express *Zip4* endogenously and ectopic expression of *Zip4* in the cochlear cells with undetectable expression in the uninduced state. Differences in the Zip4 signal intensity in the spiral ganglion cells among untreated, control, and M+V treated mice might be related to the injection of the solvent and not to the attenuation of progressive hearing loss. Intriguingly, cochlear tissues are rich in several enzymes that are affected by intracellular zinc, such as Cu/Zn superoxide dismutase and carbonic anhydrase [45,46]. Our findings appear to contradict the observation that a zinc-deficient diet does not affect hearing in rats [47]. This discrepancy between our findings might be explained by differences in experimental procedures, most obviously in the method of measuring hearing (click sound stimulation in Hoeve *et al*. [47] and tone burst stimulation in this study) or by species-specific zinc requirements in hearing.

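The lower levels of neural genes after M+V came from some of the treated cochleae and not from others. As the mean of the list of neurons and synapses, M+V replicates 1, 2 and 6 were at -0.62, -1.01 and -0.33 on the log2 scale relative to the mean of all 16 arrays, and replicates 3, 4 and 5 at 0.44, 0.23 and 0.09; the 5 control arrays lay between -0.24 and 0.49. Without M+V replicate 2 the list's median log2 fold change was -0.19 (camera, adjusted p = 0.00116), and without M+V replicate 1 it was -0.28 (adjusted p = 5.93e-05). With the spike-in batch as a block the median was -0.31 for neurons and synapses (adjusted p = 2.49e-05). For oligodendrocytes it was -0.33 (adjusted p = 1.18e-04). Within the low spike-in batch the medians were -0.10 (adjusted p = 0.106) and -0.03 (adjusted p = 0.462), so neither list passed there. Over all arrays, neither list passed with an estimated correlation (camera, adjusted p = 0.596 and 0.561). Per array, the oligodendrocyte mean differed by -0.50 between M+V (10.3 ± 0.57, SD, n = 6) and control (10.8 ± 0.29, n = 5; exact permutation test, p = 0.108), and the astrocyte mean by -0.41 (exact permutation test, p = 0.121; adjusted over the 5 measures of tissue and RNA, both 0.303). The 3'/5' signal ratios of the Gapdh and beta-actin control probes, which rise where RNA is degraded, differed by 0.02 and -0.01 (exact permutation tests, p = 0.760 and p = 0.892). Among the M+V arrays, replicates 1, 2 and 6 had the highest Gapdh ratios (0.19, 0.16 and 0.03, others -0.13 to 0.01), but control replicate 1 had 0.19 with a neuron mean of 0.29, and with the Gapdh ratio as a covariate the list of neurons and synapses still passed. Schwann cell and neuron list means moved together over the 11 control and M+V arrays (r = 0.919, permutation p = 8.0e-05; Spearman's rho = 0.891, permutation p = 3.2e-04), without M+V replicates 1 and 2 (r = 0.731, permutation p = 0.00273) and within the 8 arrays of the low spike-in batch (r = 0.748); the 3 arrays of the high batch are too few.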

Although gene set enrichment analysis demonstrated that the expression of multiple genes related to neural function was changed by M+V (S4 Table), additional and more-extensive analyses are necessary to determine if these genes contribute to the maintenance of hearing in DBA mice. In addition, this study does not exclude the possibility that other candidate genes, such as *Hspa1b* [40], play a role in the improvement in hearing in the M+V-treated mice. 

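Heat shock genes, Hspa1b among them, did not pass the test as a group. Hspb1, a small heat shock protein, had a log2 fold change of 0.33 in the M+V-treated cochleae (n = 6) against control (n = 5; SE 0.16, adjusted p = 0.532 from limma). The brightest Hspa1b probe was at 0.53 (SE 0.36, adjusted p = 0.650) against control and at 0.48 (SE 0.36, adjusted p = 0.454) against 4 weeks. Leaving out 1 array gave 0.31 to 0.69 against control and 0.23 to 0.86 against 4 weeks. The study's probes were at 0.78 and 0.63 against control. Over the 15 tested heat shock genes the median was 0.07, with 11 above 0 and 0 past the test when adjusted over the list alone (camera, adjusted p = 0.198). The median against 4 weeks was 0.04 (adjusted p = 0.864). The immediate early genes, which respond to acute stimulation, had a median of 0.00 against control with 9 of 18 above 0 (adjusted p = 0.934).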

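The list of respiratory chain genes did not pass the test in any comparison in the model of the 3 groups. The apoptosis list was slightly higher after M+V than in control, but did not pass with an estimated correlation or without any 1 of 4 arrays. Of its 33 genes, 0 passed when adjusted over the list alone. The 73 tested genes of the mitochondrial respiratory chain had a median log2 fold change of 0.01 in the M+V-treated cochleae (n = 6) against control (n = 5), with 40 above 0 and 33 below (camera, adjusted p = 0.753). From 4 to 12 weeks their median was 0.03 in control, with 51 of 73 above 0 (adjusted p = 0.104), and 0.05 with M+V (adjusted p = 0.239); Ndufb7, a subunit of complex I, rose with M+V by 0.33 (SE 0.08, adjusted p = 0.0319 from limma), though its other probe did not pass and the call was lost without any 1 of 6 arrays. The list passed in control without any 1 of 4 arrays (lowest adjusted p = 0.00496, without control replicate 4) and with M+V without 4 weeks replicate 1 (adjusted p = 0.0273), and with the spike-in batch as a block it passed in both (adjusted p = 0.00234 and 0.0215). With the oligodendrocyte and astrocyte means as a covariate it was higher with M+V than with control (adjusted p = 0.0194). Cox6a2, the muscle form of a complex IV subunit, was at -0.66 against control (SE 0.29, adjusted p = 0.490). It passed the study's cutoffs, a call lost without any 1 of 6 arrays (-0.42 without control replicate 5). ND5, a mitochondrially encoded subunit of complex I, is not counted in the list. It was lower with M+V than at 4 weeks, at -0.73 (adjusted p = 0.0199 from limma). Against control it was at -0.73 and did not pass the adjusted p. The 33 tested apoptosis genes had a median of 0.11 against control with 24 above 0 (adjusted p = 0.0298, and adjusted p = 0.561 with an estimated correlation; 0 past the test when adjusted over the list alone). Casp6, an executioner caspase, was at 0.33 (SE 0.12, adjusted p = 0.448), and Tradd, the adaptor of the TNF receptor, was at 0.23 (SE 0.09, adjusted p = 0.465). The list no longer passed without control replicate 1 (adjusted p = 0.0766) or without M+V replicate 1 (0.152), 2 (0.0539) or 4 (0.0752). From 4 to 12 weeks the apoptosis list did not pass, with a median of 0.01 in control (adjusted p = 0.834) and 0.09 with M+V (adjusted p = 0.239), while Tradd rose by 0.37 with M+V (SE 0.09, adjusted p = 0.0285), a call lost without any 1 of 8 arrays.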

A previous study found that multiple genes involved in the mitochondrial respiratory chain or apoptotic pathways show age-related changes in expression in the cochleae of DBA mice [48], but changes in these genes were scarcely detected in our study (S4 Table). This discrepancy is probably due to the fact that this study used younger mice (under 12 weeks old), in which the cochlear cells showed no apparent morphological degeneration, suggesting that they had not accumulated sufficient oxidative damage to activate apoptotic pathways.

### MET and VPA as reagents that affect epigenetic modification in mammalian cochleae

Detection of *Dnmt* and *Hdac* expression in functionally mature mouse auditory epithelium suggests that epigenetic regulatory pathways are involved in auditory function. The significant prevention of progressive hearing loss by M+V, but not MET or VPA alone, strongly suggests that epigenetic modification through multiple pathways synergistically alters the transcriptional profile in cochlear cells and leads to prevention of hearing decline. The anti-oxidative effect of l-methionine, which can prevent cisplatin-induced ototoxic effects to the same extent as d-methionine [49], was insufficient in this study to prevent the decline of hearing in DBA mice. It is plausible that excessive l-methionine would have resulted in increased amounts of *S*-adenosylmethionine, a direct methyl donor to DNA as well as histones, and thus modification of gene expression. Although Hdac inhibitors have been reported to prevent aminoglycoside-induced hair cell death *in vitro* [50] and cisplatin-induced hearing loss in guinea pigs [51], VPA alone was insufficient to prevent hearing loss in this study. Further experiments are necessary to reveal how these M+V-induced changes in the epigenetic profile ultimately lead to modulation of *Zip4* expression and attenuation of progressive hearing loss. Although indirect effects on hearing related to changes in the physiological or metabolic status of other organs cannot be excluded, the relatively abundant expression levels of *Dnmt*s, *Hdac1*, and *Hdac2* in the cochlea support the idea that attenuation of progressive hearing loss by *in vivo* treatment with M+V is associated with direct modification of epigenetic status in cochlear cells.

Low serum levels of both FA and VB12 are associated with age-related hearing loss [16,52], but we did not observe a preventative effect of either of these nutrients on progressive hearing loss in DBA mice; in fact, VB12 treatment led to deteriorated hearing at 8 kHz. The reasons for this difference and for the deterioration are still unknown.

### Prevention of progressive hearing loss in DBA mice by EGCG

The comparable reduction in ABR threshold increase at 32 kHz in the presence of EGCG-induced *Zip4* expression in the cochleae or M+V treatment suggests that Zip4 induction is a major component in the attenuation of hearing loss in DBA mice. Although EGCG has multiple biological activities such as anti-angiogenic and anti-tumor activity [53], we have detected only *Zip4* induction by EGCG treatment, consistent with the effects of M+V treatment, which showed similar attenuation of progressive hearing loss in DBA mice. An alternative mechanism of EGCG treatment—other than *Zip4* induction—that might have attenuated progressive hearing loss in DBA mice is its antioxidant effect. However, because treatment with MET alone failed to attenuate progressive hearing loss in our study and because stimulation of anti-oxidative activities by EGCG has been shown only in aged (not young) rat brains [54], we do not favor the possibility that EGCG ameliorated the loss of hearing in these young DBA mice through anti-oxidative activities when they had not shown any notable tissue damage. Comprehensive understanding of the molecular pathways affected by M+V and EGCG that lead to the induction of *Zip4* and other as-yet-unidentified target genes may help in the development of preventive therapies for hearing loss.

The significant attenuation of progressive hearing loss in DBA mice treated with EGCG at 5 mg/kg, but not with 10 mg/kg, may be indicative of the effective range of EGCG doses. This finding agrees with the previous observation that dietary EGCG at 250 mg/kg does not attenuate hearing loss in C57BL/6 mice, another model of progressive hearing loss [55].

In conclusion, this study suggests that epigenetic regulatory pathways can modify auditory function and that zinc intake in the cochlea through Zip4 mediates the maintenance of mammalian hearing. Manipulation of the expression of genes to enhance zinc intake in the cochlea should be explored as an alternative therapeutic strategy for preventing progressive hearing loss.

## Supporting Information

S1 Fig Expression levels of *Dnmt*s and *Hdac*s in adult mouse organs. Values shown are the mean ± s.d.; *p < 0.05, **p < 0.01 (one-way ANOVA and Scheffe’s test).
(PDF) Click here for additional data file.

S2 Fig ABR threshold of DBA mice treated with epigenetic-modifying reagents. ABR thresholds were recorded in the left ear of each mouse before (4 weeks old, black) and after treatment (12 weeks old, orange) with the noted drugs. Values are shown as the mean ± s.d.
(PDF) Click here for additional data file.

S3 Fig Expression of candidate genes in the whole cochleae of DBA mice treated with M+V. Expression levels were assessed by qRT-PCR and quantified by the ΔCt method for each gene and compared with *Gapdh*. *Otx1*, *Zip4*, *Calca*, *Hspa1b*, *Pold3*, and *Serpinh1* were selected from the list of genes with significantly higher transcripts and *Gabra1* and *Gabrb2* from the list with significantly lower transcripts in M+V-treated cochleae relative to control cochleae. Data are shown as the mean ± s.d.; *p < 0.05; **p < 0.01 (N = 3 mice, one-way ANOVA and Scheffe’s test).
(PDF) Click here for additional data file.

S4 Fig Distribution of Zip4 in the adult mouse intestine. Intestinal specimens from adult FVB mice were incubated with (A, B) or without (C, D) rabbit antiserum against Zip4 (green). A and C are dark-field images of B and D. Scale bar = 50 μm.
(TIF) Click here for additional data file.

S5 Fig ABR threshold of DBA mice treated with EGCG. ABR thresholds were recorded in the left ear of each mouse before (4 weeks old, black) and after (12 weeks old, orange) treatment with 5 mg/kg EGCG (EG5), 10 mg/kg EGCG (EG10), or saline control. Values are shown as the mean ± s.d.
(PDF) Click here for additional data file.

S6 Fig Expression of candidate genes in the whole cochleae of DBA mice treated with EGCG. Expression levels were assessed by qRT-PCR and quantified by the ΔCt method for each gene and compared with *Gapdh*. *Otx1*, *Hspa1b*, *Gabra1*, and *Gabrb2* were analyzed. Data are shown as the mean ± s.d. (N = 3 mice). No statistical difference was detected by one-way ANOVA.
(PDF) Click here for additional data file.

S1 Table Primers used in this study. (XLSX) Click here for additional data file.

S2 Table Genes with significantly higher levels of transcripts in M+V-treated cochleae than in control cochleae. (XLSX) Click here for additional data file.

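S2 Table lists the probes that were higher in the M+V-treated cochleae, with their annotation, ratio and p value. The table as used here holds 50 probes, where the paper's text gives 55 probes and 49 genes. It holds Zip4, Otx1 and the study's probes of Pold3, Hspa1b, Serpinh1 and Erbin. All 50 were found among the probes of the array by the ratio and p of the methods' t-test on log2 values, at a relative tolerance of 0.0001. Of these, 20 passed the filter, and 17 of them passed the study's cutoffs with limma; without the filter 44 of the 50 did. The lowest adjusted p among them was 0.342. Without M+V replicate 1 or without M+V replicate 2, 30 of the 50 probes each time no longer passed the study's cutoffs by the methods' t-test, and without M+V replicate 5, 12 did not.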

S3 Table Genes with significantly lower levels of transcripts in M+V-treated cochleae than in control cochleae. (XLSX) Click here for additional data file.

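S3 Table lists the probes that were lower in the M+V-treated cochleae, among them those of Gabrb2, Fstl5, Slitrk4, Gap43, Kcnd2 and Tbx15. The table as used here holds 195 probes, where the paper's text gives 244 probes and 195 genes. Its number of rows thus equals the paper's number of genes. All 195 of its probes were found among the array values, and 131 passed the filter. All 131 passed the study's cutoffs with limma, and 189 of the 195 did without the filter. The lowest adjusted p among them was 0.327. Without M+V replicate 2, 83 of the 195 no longer passed the study's cutoffs by the methods' t-test, without M+V replicate 6, 68 did not, and without M+V replicate 4, 39 did not.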

S4 Table Gene set enrichment analysis for the genes up- or down-regulated by M+V treatment. (XLSX) Click here for additional data file.

# Supplementary material for: Attenuation of Progressive Hearing Loss in DBA/2J Mice by Reagents that Affect Epigenetic Modifications Is Associated with Up-Regulation of the Zinc Importer Zip4
**Source:** PLoS One. 2015 Apr 14;10(4):e0124301. doi: 10.1371/journal.pone.0124301
**Supplement:** S1 Fig — Values shown are the mean ± s.d.; *p < 0.05, **p < 0.01 (one-way ANOVA and Scheffe’s test).

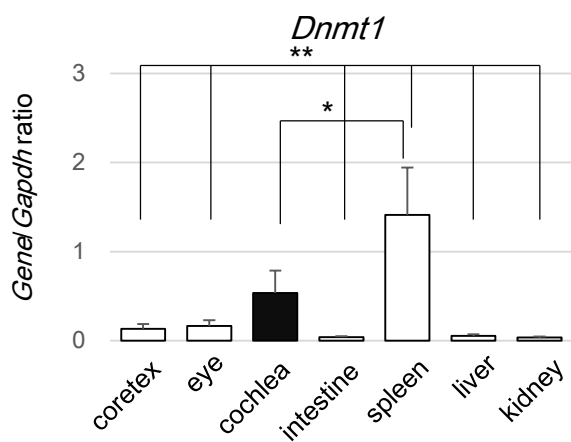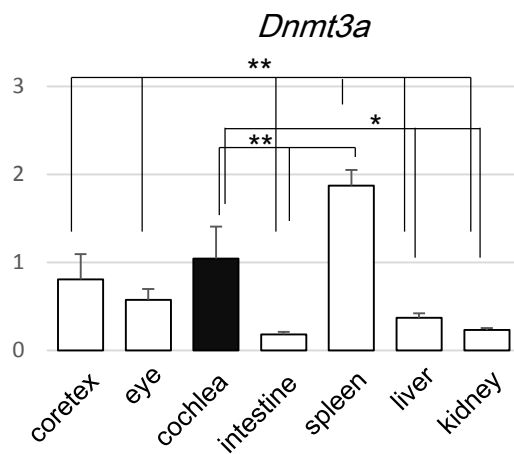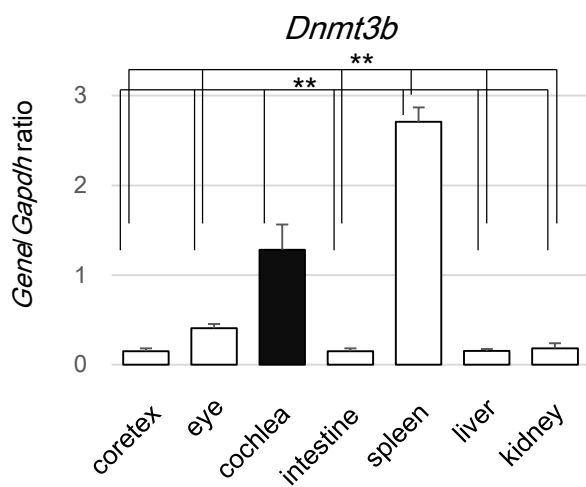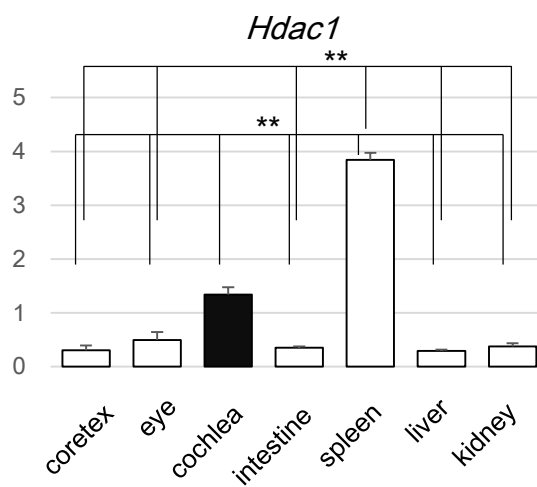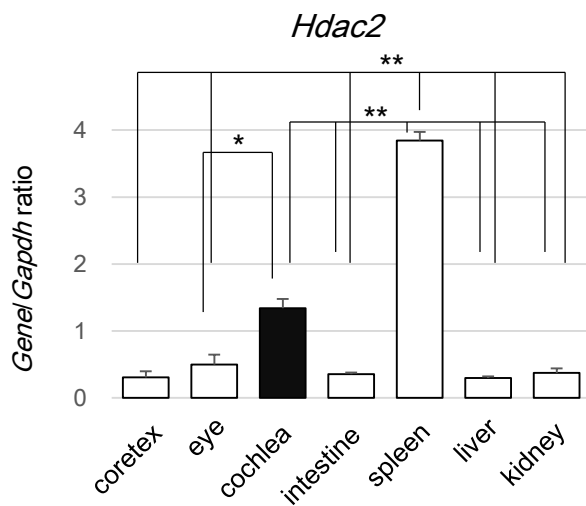

**S1\_Fig. Expression levels of *Dnmts* and *Hdacs* in adult mouse organs.** Values shown are the mean  $\pm$  s.d.; \* $p$  < 0.05, \*\* $p$  < 0.01 (one-way ANOVA and Scheffe's test).

# Supplementary material for: Attenuation of Progressive Hearing Loss in DBA/2J Mice by Reagents that Affect Epigenetic Modifications Is Associated with Up-Regulation of the Zinc Importer Zip4
**Source:** PLoS One. 2015 Apr 14;10(4):e0124301. doi: 10.1371/journal.pone.0124301
**Supplement:** S2 Fig — ABR thresholds were recorded in the left ear of each mouse before (4 weeks old, black) and after treatment (12 weeks old, orange) with the noted drugs. Values are shown as the mean ± s.d.

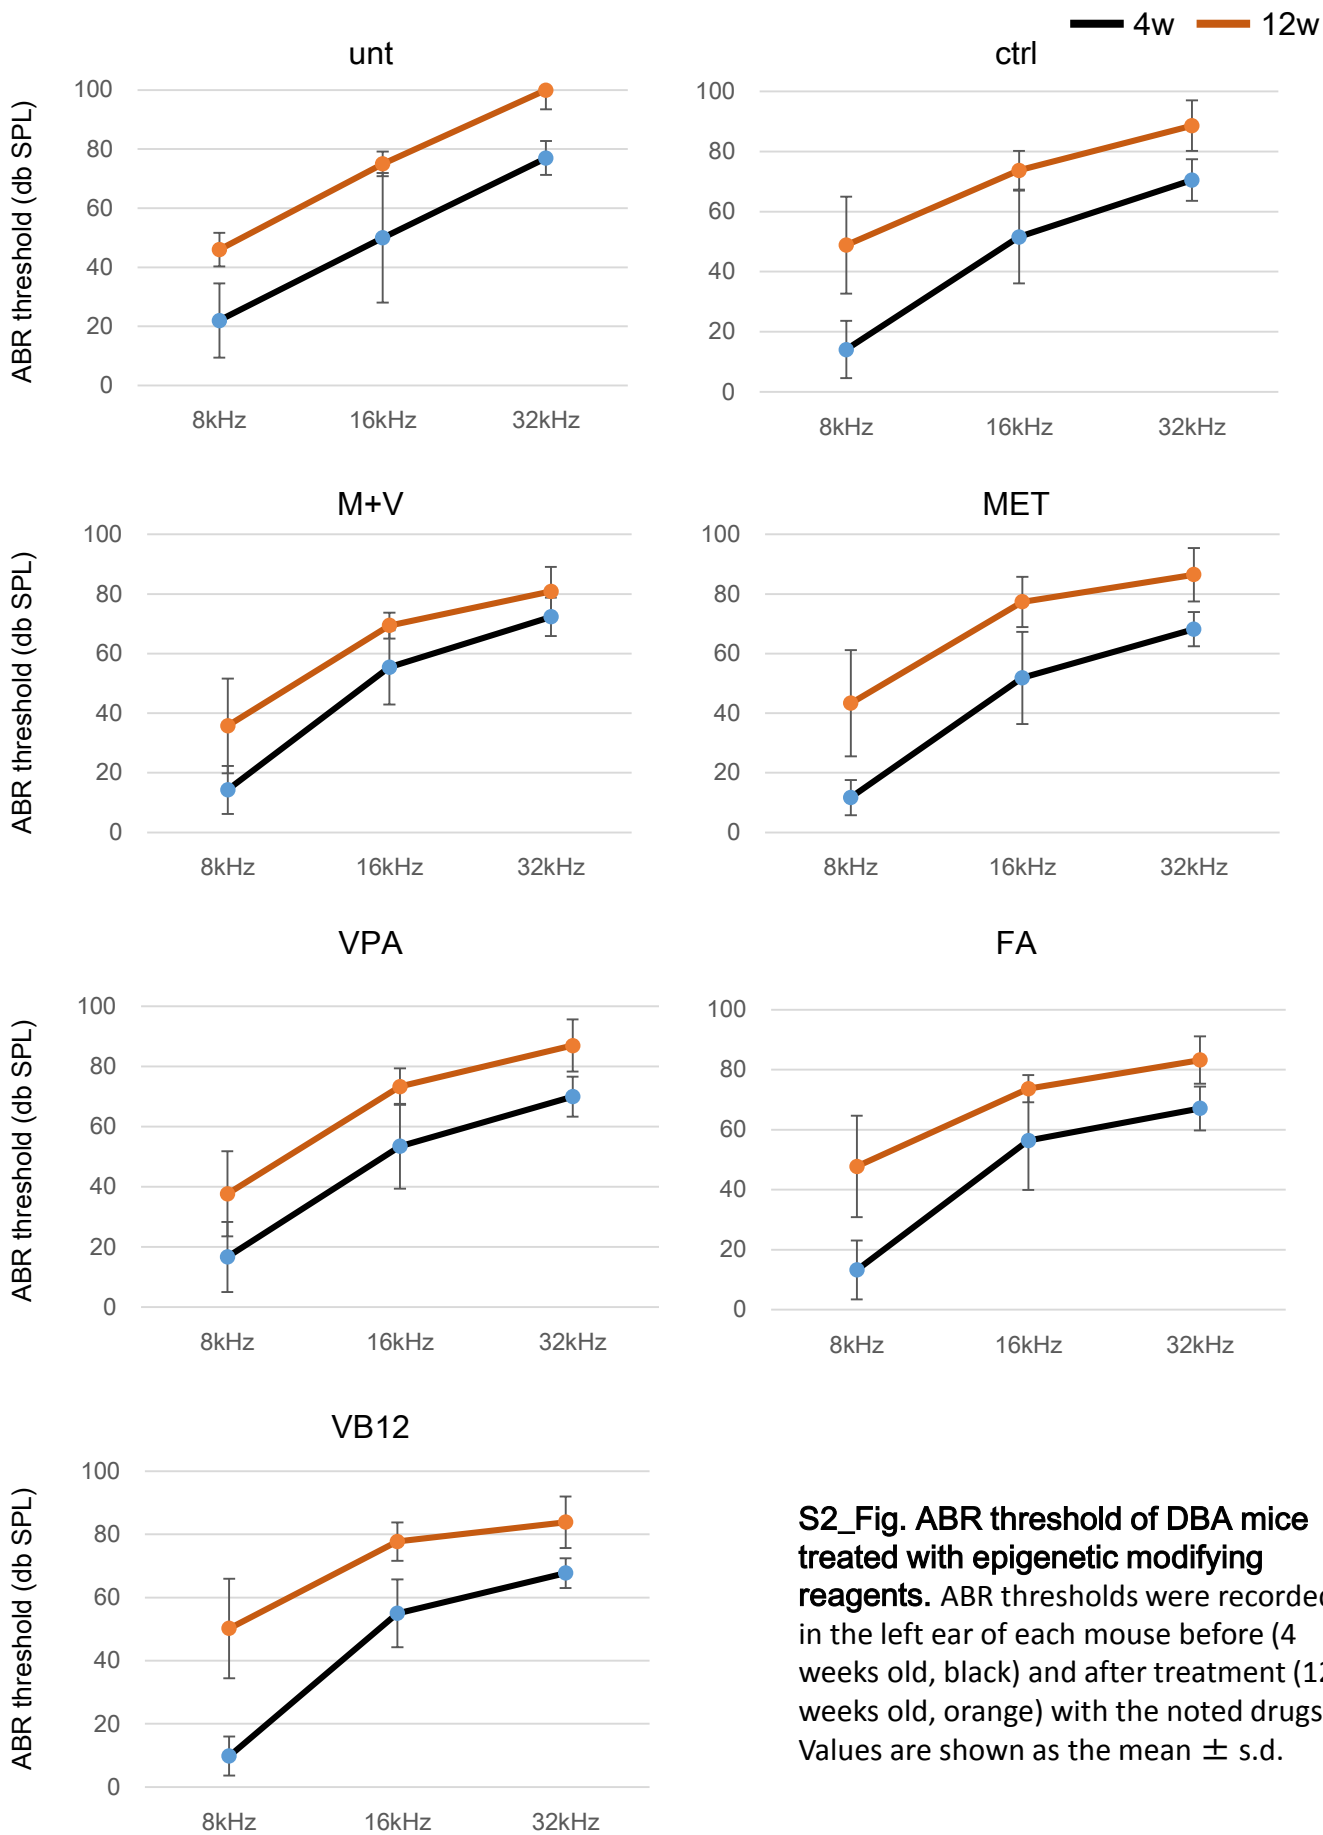

**S2\_Fig. ABR threshold of DBA mice treated with epigenetic modifying reagents.** ABR thresholds were recorded in the left ear of each mouse before (4 weeks old, black) and after treatment (12 weeks old, orange) with the noted drugs. Values are shown as the mean  $\pm$  s.d.

# Supplementary material for: Attenuation of Progressive Hearing Loss in DBA/2J Mice by Reagents that Affect Epigenetic Modifications Is Associated with Up-Regulation of the Zinc Importer Zip4
**Source:** PLoS One. 2015 Apr 14;10(4):e0124301. doi: 10.1371/journal.pone.0124301
**Supplement:** S5 Fig — ABR thresholds were recorded in the left ear of each mouse before (4 weeks old, black) and after (12 weeks old, orange) treatment with 5 mg/kg EGCG (EG5), 10 mg/kg EGCG (EG10), or saline control. Values are shown as the mean ± s.d.

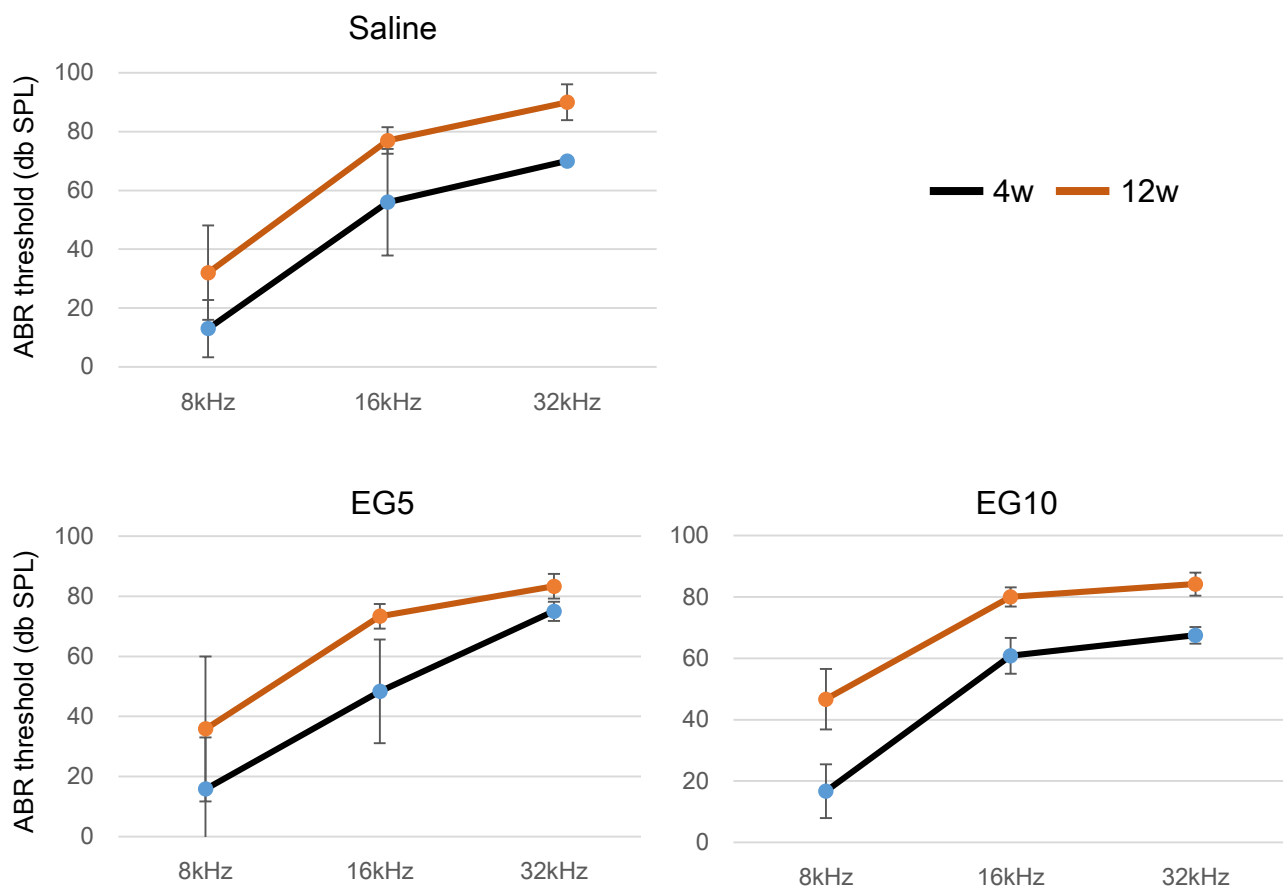

**S5\_Fig. ABR threshold of DBA mice treated with EGCG.** ABR thresholds were recorded in the left ear of each mouse before (4 weeks old, black) and after (12 weeks old, orange) treatment with 5 mg/kg EGCG (EG5), 10 mg/kg EGCG (EG10), or saline control. Values are shown as the mean  $\pm$  s.d.

# Supplementary material for: Attenuation of Progressive Hearing Loss in DBA/2J Mice by Reagents that Affect Epigenetic Modifications Is Associated with Up-Regulation of the Zinc Importer Zip4
**Source:** PLoS One. 2015 Apr 14;10(4):e0124301. doi: 10.1371/journal.pone.0124301
**Supplement:** S6 Fig — Expression levels were assessed by qRT-PCR and quantified by the ΔCt method for each gene and compared with Gapdh. Otx1, Hspa1b, Gabra1, and Gabrb2 were analyzed. Data are shown as the mean ± s.d. (N = 3 mice). No statistical difference was detected by one-way ANOVA.

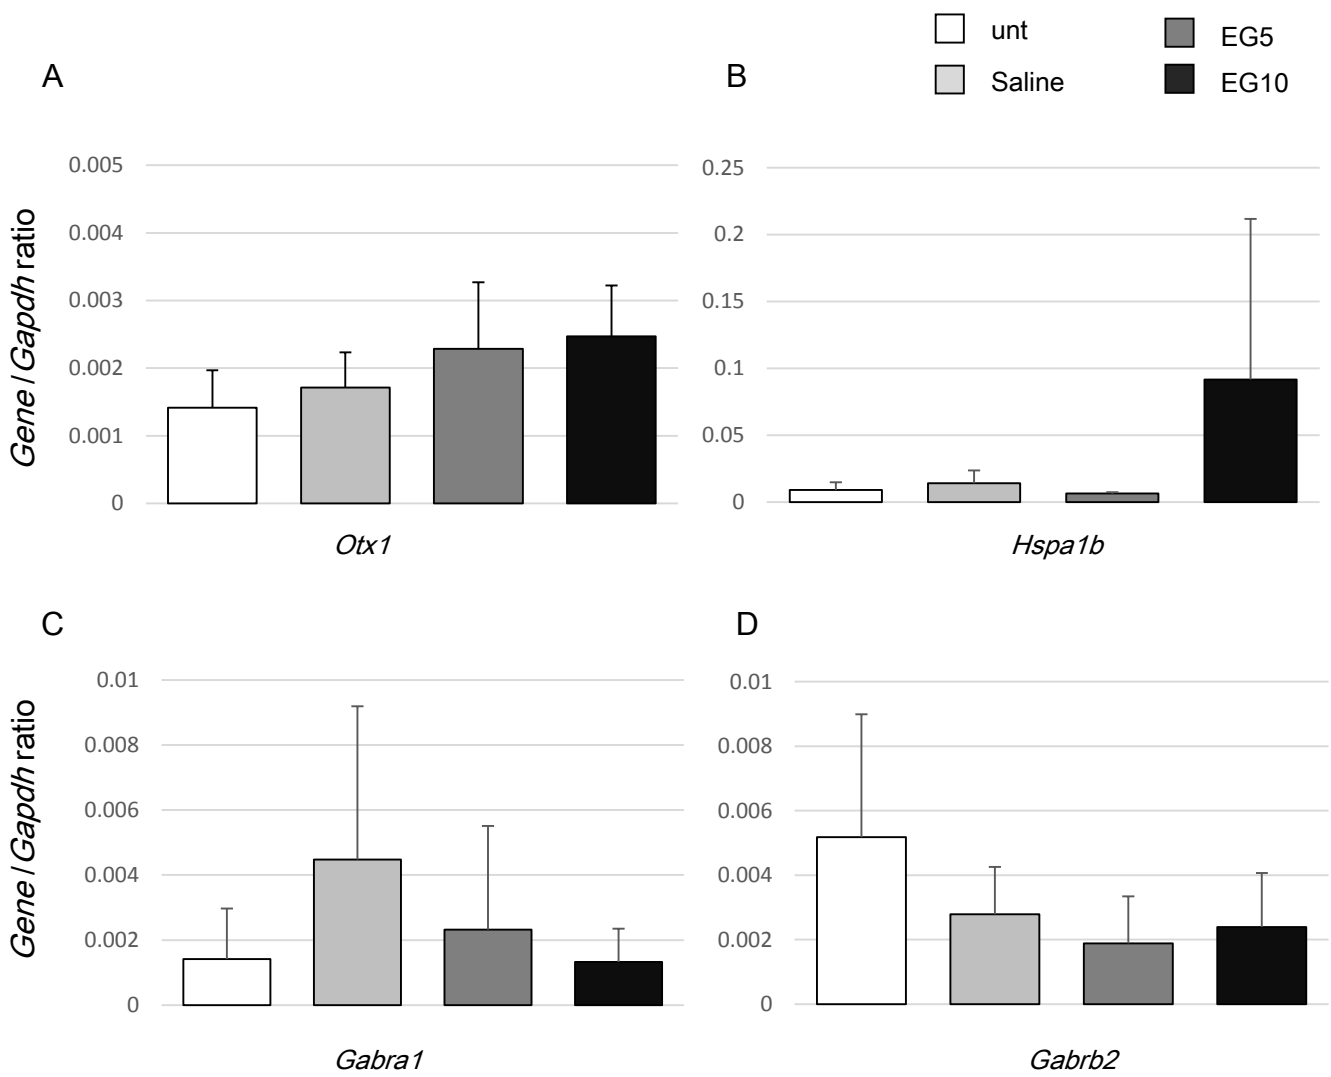

**S6\_Fig. Expression of candidate genes in the whole cochleae of DBA mice treated with EGCG.** Expression levels were assessed by qRT-PCR and quantified by the  $\Delta\text{Ct}$  method for each gene and compared with *Gapdh*. *Otx1*, *Hspa1b*, *Gabra1*, and *Gabrb2* were analyzed. Data are shown as the mean  $\pm$  s.d. (N = 3 mice). No statistical difference was detected by one-way ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

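Gene expression was measured on the Affymetrix mouse genome array that the paper names in whole left cochleae of male DBA/2J mice: 5 at 4 weeks of age, 5 control mice at 12 weeks after 8 weeks of vehicle, and 6 mice at 12 weeks after 8 weeks of MET (500 mg/kg) with VPA (300 mg/kg). Each array holds 1 cochlea of 1 mouse, and replicate numbers are those of the arrays' labels. The authors extracted signals with GCOS and the MAS5 algorithm, whose versions are not stated, and quantile-normalized them. The values used are these signals as deposited by the authors, on the log2 scale after MAS5 and quantile normalization; sorted values were identical across the 16 arrays (largest difference 0), they ran from -3.31 to 15.4, and the median was 6.90 in every array. The table holds 45101 probes, of which 64 control probes were left out of the tests. The array annotation gives 1 gene symbol for 34958 probes, several for 932 and none for 9211; 34754 of the first kind were matched through their gene identifiers to the reference annotation (assembly GRCm38.p6, used for names only), and 0 symbols changed.

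Values under a signal of 1 were set to 1 (0.869% of all). The methods tested probes called present in all samples of a group; these calls were not used here, and in their place a probe was tested when it reached its array's median (the 50th percentile) in every array of at least 1 group, which left 21391 probes and 11457 genes. One linear model with a mean per group was fitted with limma 3.58.1 in R 4.3.3 over all 16 arrays (lmFit, contrasts.fit and eBayes), and the comparisons were M+V against control, M+V against 4 weeks and control against 4 weeks. Tests were two-sided, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05; probes past the paper's own cutoffs, a fold over 1.5 and an unadjusted p under 0.05, were counted as well. The methods' t-test was run on the same probes. On simulated data with the variances of these arrays (5 sets, 100 probes changed per size), limma called 91.4% of probes that differed by 1 on the log2 scale and 99.4% of those that differed by 2, the methods' t-test called 68.4% and 94.4%, and 0.0462% of unchanged probes were called by limma. Changes smaller than 1 were not simulated.

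The model, the filter, the gene lists, the rule for the genes named and most alternatives were set before the data were examined, though after the paper's own tables had been read. The 30 lists cover neurons and synapses, GABA and glutamate receptors, cerebellar and brainstem neurons, oligodendrocytes, astrocytes, Schwann cells, the spiral ganglion, hair cells, supporting cells, the stria vascularis, fibrocytes of the spiral ligament and limbus, bone, extracellular matrix, B cells and MHC class II, erythroid cells, neutrophils, macrophages, skeletal muscle, heat shock proteins, immediate early genes, zinc transporters and metallothioneins, DNA methyltransferases and histone deacetylases, the methionine and folate cycle, the mitochondrial respiratory chain, apoptosis, antioxidant enzymes, carbonic anhydrases, splicing factors, ribosomal proteins and the cell cycle. Lists were tested with camera at its preset correlation between genes of 0.01 and again with an estimated correlation, with 1 probe per gene (the tested probe with the highest mean), and adjusted over the lists of a comparison. With the estimated correlation 0 of the 9 lists past the test for M+V against control passed, 1 of 7 for M+V against 4 weeks and 2 of 5 for control against 4 weeks. Genes named are those the paper names, the 10 highest and 10 lowest by fold in a comparison (by unadjusted p among probes past the paper's cutoffs where fewer pass), and up to 4 members per list with the largest moderated t. A gene is reported from its brightest tested probe, or, if none passes the filter, from a fit without the filter. The precursor B cell genes Vpreb1, Vpreb3 and Igll1 were chosen after their values were seen.

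Alternatives were cyclic loess, centring on the array median, log2(signal + 32), no filter and filters at the 25th and 75th percentile, the methods' t-test on log2 and on linear signals, only the compared groups in the fit, array weights, a block for the replicate number, covariates for the Gapdh 3'/5' ratio and for the brain tissue score (each array's mean over the oligodendrocyte and astrocyte lists), other probes of a gene, lists without the genes of the S2 and S3 Tables, and leaving out each array in turn. The spike-in batch was seen in the data; a block for it, each batch alone, splits within the batches and the methods' t-test without the filter were added afterwards. Residuals of same-numbered arrays of different groups had a median correlation of 0.0126 in 15 pairs (-0.0190 in the other pairs), and 6 of the 15, not all, were over 0.1, so the numbers were not used as pairs. The precision is limited by the number of arrays. Quantitative PCR, hearing thresholds and immunohistochemistry are not analysed here, and neither are some genes that the paper names. Figures were drawn with matplotlib 3.10.9.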

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

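Of the tests weighed here, the brain tissue covariate and the splits of all arrays were chosen in advance, and the neutrophil, precursor B cell, shared-effect, Schwann cell and spike-in batch tests, with the splits within the batches, were chosen only after the result was seen.

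In M+V replicate 1 the mean of the 9 tested erythroid genes was -6.04 on the log2 scale relative to all arrays, against -0.36 to 0.49 in the other 5 M+V arrays, and since 8 of the 9 lay under the array median there, the size of the loss is only bounded; the median over the genes for M+V against control was -1.28 (camera, adjusted p = 9.69e-04, and adjusted p = 0.654 with an estimated correlation) with the array and -0.21 (adjusted p = 0.00452) without it. A smaller amount of marrow and blood as a whole would lower neutrophil genes as well, but their mean was 0.578 above all arrays in that cochlea (0.152 ± 0.290, SD, in the other 5), and blood alone would leave precursor B cells of the marrow in place, but Vpreb1, Vpreb3 and Igll1 were at a mean of 5.88 there, all 3 under the array median, at least as far below the lowest other M+V array (8.99) as the measured difference of -3.11. An effect shared by the treated mice is argued against by the other 5 M+V arrays, which differed from control by -0.23 (exact permutation test, p = 0.310). What stays open is a state of that single mouse that lowered erythroid and B cell precursors while neutrophils stayed, for which the design holds no test.

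Neural and glial lists were lower with M+V than with control, with a median of -0.41 for neurons and synapses. In that list 3 of 6 M+V arrays lay below all 5 control arrays. With an estimated correlation it did not pass (camera, adjusted p = 0.596), and neither did oligodendrocytes or astrocytes (adjusted p = 0.561 for both). The 2 tests of the spike-in batch disagree: the first one set, within the low batch alone, did not pass (median -0.10, camera adjusted p = 0.106), and the batch as a block, put in its place when both values were known, did (median -0.31, adjusted p = 2.49e-05), so both are given and, with 1 control array in the high batch, batch and treatment cannot be told apart for this list. Brain tissue carried with the cochlea may explain part of the pattern. With oligodendrocyte and astrocyte levels as a covariate the median of the neuron list went from -0.41 to -0.08. The list no longer passed (camera, adjusted p = 0.137, where other alternatives ran from 1.36e-08 to 0.596), because the fold itself shrank. The covariate is made of glial lists that are part of the pattern, so any cause shared by neurons and glia would shrink the fold too. It therefore cannot tell carried brain tissue from an effect of M+V on neural tissue. Single arrays disagree on carried brain tissue. M+V replicates 1 and 2, lowest for neurons (-0.62 and -1.01), were also low for oligodendrocytes (-0.77 and -0.94) and astrocytes (-0.38 and -0.52), which goes with it. Control replicate 4 was low for all of these lists (-0.24, -0.21 and -0.38). Against it, M+V replicate 6, low for neurons (-0.33), had high oligodendrocyte and astrocyte means (0.39 and 0.44). M+V replicate 5, at 0.09 for neurons, had low ones (-0.69 and -0.59). The amount of nerve of any kind kept at dissection may explain part of the pattern too, since the Schwann cell and neuron lists varied together over 11 arrays (r = 0.919). An effect of M+V on neural tissue stays among the open explanations, untested apart from these values.

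Extracellular matrix and bone genes were lower at 12 than at 4 weeks, and the paper does not report this comparison. For the extracellular matrix list every array at 12 weeks lay below every array at 4 weeks. With an estimated correlation the bone list passed in control (camera, adjusted p = 0.0395) but not with M+V (adjusted p = 0.0622). The spike-in batch, which holds all arrays at 4 weeks, is argued against as the whole cause by the 3 arrays at 12 weeks of the same batch: the lowest array at 4 weeks lay 0.543 above the highest of them. Less bone and marrow left on the cochlea at 12 weeks would lower neutrophil genes too, but these were higher by a median of 0.417 in control. That list did not pass with an estimated correlation (camera, adjusted p = 0.744). Erythroid genes had a median of 0.04. Of the precursor B cell genes, Vpreb1 ran from 9.26 to 10.80 in control and from 10.24 to 11.02 at 4 weeks. Igll1 ran from 8.79 to 9.50 and from 9.13 to 9.94. Vpreb3 changed little, from 9.73 to 10.17 in control and from 9.93 to 10.17 at 4 weeks. The marrow genes thus disagree, and less bone and marrow stays open. Age and 8 weeks of injections cannot be separated by the design, so the end of bone growth stays an untested hypothesis.

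In the comparison of control with 4 weeks, which the paper does not report, 295 probes passed an adjusted p under 0.05, with Igha higher by 4.59, and the list medians were -0.62 for extracellular matrix, -0.64 for bone and 0.42 for neutrophils. Single arrays lay far from the rest of their group in 7 of 96 groups of list means and 3'/5' signal ratios, where chance gives about 1 in 20, or 4.8. Besides the erythroid genes these were, as log2 deviations, oligodendrocytes in 4 weeks replicate 1 (0.463, others 0.106 to 0.198), hair cells in control replicate 5 (0.200, others -0.20 to -0.12), heat shock proteins in control replicate 2 (-0.249, others -0.05 to -0.01), immediate early genes in M+V replicate 1 (0.451, others -0.15 to 0.04), the respiratory chain in M+V replicate 3 (0.133, others -0.03 to 0.02) and carbonic anhydrases in 4 weeks replicate 1 (0.233, others -0.04 to 0.00).

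Other splits of the same arrays into groups of the same sizes were counted, 100 per comparison. For M+V against control, 0 probes passed an adjusted p from limma, so all 100 splits had as many, with at most 1 in the others (at an unadjusted p 2096 probes passed, and 0 passed the methods' t-test after adjustment). At the study's cutoffs, 3 of 100 splits had at least the 329 probes found, with 379 in the highest of the others, which put M+V replicates 1, 2, 5 and 6 with control replicates 1 and 4, and so all 3 high arrays of the spike-in batch, on one side; chance can be excluded at this share only if arrays are exchanged across the batches. With the batch as a block the counts were 38 higher and 230 lower, and of 100 splits within the batches 9 had at least these 268 probes, with 517 in the highest of the others, which exchanged M+V replicate 3 with control replicate 4, so chance cannot be excluded there. For M+V against 4 weeks, 2 of 100 splits had at least 1129 probes. The highest other, 1469, set M+V replicate 3 with the arrays at 4 weeks and points to a structure of the arrays. Chance can be excluded at this share only if arrays are exchanged across the batches. For control against 4 weeks, 1 of 100 splits, the real one, had 295 probes, with 1 in the highest of the others. Chance can be excluded there under the same condition only. No split within the batches was counted for the comparisons with 4 weeks, since 1 batch holds all those arrays.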

How the results depend on the processing

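The settings of the spike-in batch and the methods' t-test without the filter were chosen only after the data were seen. Array median centring moved nothing, since the arrays share 1 distribution, and so tests nothing; cyclic loess kept every count within 1.5 times its value, and lists without the genes of the S2 and S3 Tables and means over a gene's probes did so for the counts of lists. For M+V against control the count at an adjusted p under 0.05 was 0 under every setting but the high spike-in arrays only (14), where control has 1 array and its spread is taken from the other groups. The causes of the changes in the counts that follow were not tested, except that a filter changes the number of probes tested and that the batches alone have fewer arrays.

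Counts are given as M+V against control higher and lower at the study's cutoffs (42 and 287), M+V against 4 weeks (1129) and control against 4 weeks (295) at an adjusted p, the overlap higher and lower (11 and 116), and lists past the test against 4 weeks for M+V (7) and control (5). With log2(signal + 32) the overlap was 6 and 75. Without a filter the counts were 704 and 889, 317, 95, 137 and 318, 13 and 9. With the 25th percentile filter they were 243 and 575, 719, 183, 50 and 235, 13 and 9. With the 75th percentile filter they were 7 and 84 at the study's cutoffs and 2 and 33 in the overlap. With only the compared groups, 581 and 651 probes passed against 4 weeks. With array weights (0.240 for M+V replicate 1), 21 were higher at the study's cutoffs, 2485 and 1012 passed against 4 weeks, and the overlap higher was 5. With the replicate block, 710 and 166 passed against 4 weeks and the overlap higher was 17. With the Gapdh 3'/5' covariate, 11 lists passed for M+V against 4 weeks. With the brain tissue covariate, 616 probes passed for M+V against 4 weeks, the overlap higher was 4, and the respiratory chain list was higher in M+V than in control (adjusted p = 0.0194). The methods' t-test gave 27 and 167, 257 and 189 on log2 values, 25 and 160, 282 and 179 on linear signals, and 442 and 635, 107 and 58 without the filter. With an estimated correlation, 0, 1 and 2 lists passed. From the probe with the smallest p, B3galt2 was at -1.22, Pde5a at 0.67, Snapc3 at -0.62 and Ube2r2 at 0.98, opposite to the brightest probes.

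With the spike-in batch as a block, 170 probes passed for control against 4 weeks, 14 and 11 lists passed against 4 weeks, and the B cell list pointed down in control (adjusted p = 0.4996). In the high spike-in arrays only, the study's cutoffs gave 950 and 1287, 22 probes passed for control against 4 weeks, the overlap was 345 and 754, 14 lists passed for M+V against control and 14 against 4 weeks, and the immediate early list changed direction (adjusted p = 0.0416). In the low spike-in arrays only they gave 23 and 129, and the extracellular matrix list changed direction for M+V against control (adjusted p = 0.553). Leaving out 1 array gave 24 (without M+V replicate 1) to 104 (without M+V replicate 3) higher and 188 (without M+V replicate 2) to 435 (without M+V replicate 3) lower at the study's cutoffs; 591 (without 4 weeks replicate 4) to 1760 (without M+V replicate 3) for M+V against 4 weeks, with 625, 700 and 735 without 4 weeks replicates 1 and 5 and M+V replicate 4; 139 (without control replicate 5) to 550 (without M+V replicate 1) for control against 4 weeks, with 141 to 196 without any array at 4 weeks or without control replicate 3 or 4; 9 to 60 (without M+V replicate 3) in the overlap higher; and 6 to 12 and 5 to 9 lists for M+V and for control against 4 weeks. The exact p per array was 0.0476 (without M+V replicate 6) to 0.210 for oligodendrocytes and 0.0429 (without control replicate 4) to 0.252 for astrocytes. The filter leaves out dim probes, Zip4 among them.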

Differences from the paper's values

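Of the settings named here, the methods' t-test without the filter was chosen only after the values were seen. At the thresholds the paper states, the paper's counts are 55 probes (49 genes) higher and 244 probes (195 genes) lower in the M+V-treated cochleae, and limma gave 42 probes (39 genes) and 287 probes (214 genes), within 1.5 times of them. The methods' t-test, the paper's own, gave 27 probes (23 genes) higher on the probes past the filter, which the paper's counts exceed by more than 1.5 times, and 167 probes (132 genes) lower; log2(signal + 32), array weights and the t-test on linear signals also gave fewer higher probes (28, 21 and 25). The ratios of all 33 Table 1 genes analysed matched those of a probe of the gene, with the direction the paper gives. In 9 of them the gene's brightest probe does not show the change: the paper lists Pold3, Serpinh1, Erbin, Klf6 and Sumf1 as higher with M+V, where the brightest probes were at 0.17, 0.05, 0.00, 0.04 and 0.15 on the log2 scale, and Clip1, Rictor, Rbl1 and B3galt2 as lower, where they were at -0.05, -0.13, -0.04 and 0.07, the last from a probe that is itself under the filter and so decides nothing. The study's own probes of these genes gave 0.88 for Pold3, 0.73 for Serpinh1, 0.76 for Erbin, 0.90 for Sumf1, -1.02 for Rictor and -1.22 for B3galt2, which are the values reached when the probe with the smallest p is taken, an alternative set before the data were examined, and folds of 1.65 for Klf6, 0.484 for Clip1 and 0.463 for Rbl1, reached in the fit without the filter.

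The paper's tables as used here list 50 probes as higher and 195 as lower, fewer than the probe counts of its text. The 195 equals the text's number of lower genes, and the 50 is close to its 49 higher genes. The table of higher probes lists more than 1 probe of Hspa1b, so it does not hold 1 probe per gene throughout. For the table of lower probes this was not tested. The shares that follow cover only these listed probes. Of them limma called 17 and 131 among the probes past the filter. Without the filter it called 44 and 189, Zip4 (1.07) and Otx1 (1.16) among them, and 704 and 889 probes in all; with the 25th percentile filter it called 44 and 185 of the paper's probes. Both settings were set before the data were examined. The methods' t-test called 18 and 131 of them with the filter, and 46 and 195 without it, where it dropped 4 and 0 of the paper's probes and called 442 and 635 in all. The paper calls these genes significant without adjustment for the number of probes; after adjustment 0 probes passed from limma, with 2096 at an unadjusted p under 0.05, and 0 passed from the methods' t-test.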

Other observations

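The lists, genes and tests here were set in advance, except the spike-in batch as a block, which was chosen only after the result was seen.

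Among zinc transporters and metallothioneins, Slc39a9, a zinc importer of the Golgi, was at 0.27 (SE 0.08, adjusted p = 0.404) and Mtf1, the transcription factor that senses zinc, at 0.29 (SE 0.10, adjusted p = 0.441) in M+V against control, and Slc39a12, the zinc transporter of astrocytes, at -1.01 (SE 0.31, adjusted p = 0.403), the 1 gene of the list past the study's cutoffs. The 21 tested genes of the list had a median of 0.05 with 15 above 0 (camera, adjusted p = 0.347), and 0 passed when adjusted over the list alone. From 4 weeks to control the exporter Slc30a4 fell by 0.52 on the log2 scale (SE 0.12, adjusted p = 0.0493), a call lost without any 1 of 12 arrays. Of DNA methyltransferases, Dnmt1 was at -0.13 (SE 0.15), Dnmt3a at 0.09 (SE 0.09) and Dnmt3b at 0.25 (SE 0.15) in M+V against control. Other tested probes of Dnmt3a were at -0.52, -0.25, 0.13 and 0.12, and another of Dnmt3b at -0.19, so their probes disagree in direction. Of histone deacetylases, Hdac1 was at 0.13 (SE 0.13) and Hdac2 at -0.03 (SE 0.07). The 13 tested genes of both kinds had a median of 0.03 (adjusted p = 0.899). The 9 genes of the methionine and folate cycle had a median of -0.01 (adjusted p = 0.794); Shmt2, a mitochondrial enzyme of serine and folate metabolism, was at 0.33 (SE 0.09, adjusted p = 0.365) and was the 1 gene higher when adjusted over the list alone.

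Genes of the sensory and lateral wall cells did not pass for M+V against control: hair cells (median 0.15, adjusted p = 0.198), supporting cells (0.07, adjusted p = 0.608), the stria vascularis (0.15, 12 of 13 above 0, adjusted p = 0.0668, and 4.80e-04 without M+V replicate 1, with a pass also without 4 weeks replicate 1 or 5 or M+V replicate 4 or 5) and fibrocytes of the spiral ligament and limbus (-0.03, adjusted p = 0.760). The hair cell list passed without control replicate 5 (adjusted p = 0.0483). Mlana, a melanosome protein of the strial intermediate cells, rose by 0.84 from 4 weeks to M+V (SE 0.17, adjusted p = 0.0109). Antioxidant enzymes (median -0.03, adjusted p = 0.219) and carbonic anhydrases (-0.18, adjusted p = 0.389) did not pass for M+V against control, and Gpx3, a secreted glutathione peroxidase, rose from 4 weeks by 0.70 in control (SE 0.15, adjusted p = 0.0309, lost without any 1 of 7 arrays) and by 0.67 with M+V (SE 0.15, adjusted p = 0.0155). The extracellular matrix list was lower with M+V than with control by a median of -0.10 (adjusted p = 0.0368, and adjusted p = 0.654 with an estimated correlation) with 15 of 22 genes below 0, and no longer passed without any 1 of control replicates 1, 2 and 3 or M+V replicates 1 and 2 (adjusted p = 0.231 without M+V replicate 2) or with the spike-in batch as a block (adjusted p = 0.0883). The other lists did not pass for M+V against control: bone (-0.12, adjusted p = 0.198), neutrophils (0.15, adjusted p = 0.182), macrophages (-0.13, adjusted p = 0.0671), skeletal muscle (-0.76, 3 genes, adjusted p = 0.0671), splicing factors (-0.02, adjusted p = 0.244) and ribosomal proteins (0.02, adjusted p = 0.134). Leaving out 1 array made some of them pass: bone without control replicate 5 (adjusted p = 0.0188), neutrophils (adjusted p = 0.00262) and ribosomal proteins without M+V replicate 3, macrophages without any 1 of 5 arrays (lowest adjusted p = 7.89e-04, without M+V replicate 1) and skeletal muscle without any 1 of 4 (lowest adjusted p = 0.0317, without control replicate 3). With the spike-in batch as a block the stria (adjusted p = 0.0491) and macrophage (adjusted p = 0.0478) lists passed. Against 4 weeks, ribosomal proteins were higher with M+V by a median of 0.09 (adjusted p = 0.00853). Erythroid genes were lower by -1.12 (adjusted p = 0.0239), and neither list passed with an estimated correlation. The erythroid list also no longer passed without 4 weeks replicate 2 (adjusted p = 0.0593) or without M+V replicate 1 (adjusted p = 0.204). In that M+V cochlea the erythroid mean was at -6.04 relative to all arrays.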
